# In utero estrogenic endocrine disruption alters the stroma to increase extracellular matrix density and mammary gland stiffness

**DOI:** 10.1186/s13058-020-01275-w

**Published:** 2020-05-05

**Authors:** Clarissa Wormsbaecher, Andrea R. Hindman, Alex Avendano, Marcos Cortes-Medina, Caitlin E. Jones, Andrew Bushman, Lotanna Onua, Claire E. Kovalchin, Alina R. Murphy, Hannah L. Helber, Ali Shapiro, Kyle Voytovitch, Xingyan Kuang, Renan Aguilar-Valenzuela, Jennifer L. Leight, Jonathan W. Song, Craig J. Burd

**Keywords:** Bisphenol A, Bisphenol S, Diethylstilbestrol, Endocrine disruptors, Breast cancer, Collagen, Mammary gland stiffness, Extracellular matrix

## Abstract

**Background:**

In utero endocrine disruption is linked to increased risk of breast cancer later in life. Despite numerous studies establishing this linkage, the long-term molecular changes that predispose mammary cells to carcinogenic transformation are unknown. Herein, we investigated how endocrine disrupting compounds (EDCs) drive changes within the stroma that can contribute to breast cancer susceptibility.

**Methods:**

We utilized bisphenol A (BPA) as a model of estrogenic endocrine disruption to analyze the long-term consequences in the stroma. Deregulated genes were identified by RNA-seq transcriptional profiling of adult primary fibroblasts, isolated from female mice exposed to in utero BPA. Collagen staining, collagen imaging techniques, and permeability assays were used to characterize changes to the extracellular matrix. Finally, gland stiffness tests were performed on exposed and control mammary glands.

**Results:**

We identified significant transcriptional deregulation of adult fibroblasts exposed to in utero BPA. Deregulated genes were associated with cancer pathways and specifically extracellular matrix composition. Multiple collagen genes were more highly expressed in the BPA-exposed fibroblasts resulting in increased collagen deposition in the adult mammary gland. This transcriptional reprogramming of BPA-exposed fibroblasts generates a less permeable extracellular matrix and a stiffer mammary gland. These phenotypes were only observed in adult 12-week-old, but not 4-week-old, mice. Additionally, diethylstilbestrol, known to increase breast cancer risk in humans, also increases gland stiffness similar to BPA, while bisphenol S does not.

**Conclusions:**

As breast stiffness, extracellular matrix density, and collagen deposition have been directly linked to breast cancer risk, these data mechanistically connect EDC exposures to molecular alterations associated with increased disease susceptibility. These alterations develop over time and thus contribute to cancer risk in adulthood.

## Background

In utero exposure to estrogenic endocrine disruptors (EDCs) is associated with increased risk of breast cancer. Women exposed in the womb to diethylstilbestrol (DES) have twice the risk of developing the disease after the age of 40 [1, 2]. While in utero exposures to other endocrine disruptors are hard to quantify in the human population, animal models have demonstrated that in utero exposures to many EDCs can also increase the risk of tumorigenesis. One of the most prevalent industrial EDCs is bisphenol A (BPA), which is used in plastics, canned food linings, thermal paper receipts, and other consumer products. Its abundant use has led to significant human exposures and is detected in human serum, urine, amniotic fluid, and fetal serum [3, 4]. The ability of BPA to act as an estrogen has raised concerns over these exposures, leading to its replacement in various commercial products. These BPA replacements have varying levels of estrogenic activity with compounds such as bisphenol AF having higher estrogenic activity than BPA and bisphenol S (BPS) having lower estrogenic activity [5–7]. As the number of EDCs expands, understanding the critical properties and mechanisms driving risk becomes more imperative.

Rodent models demonstrate that early life exposures to estrogenic EDCs have long-term consequences on mammary gland development and promote tumorigenesis. In utero BPA exposures induce preneoplastic lesions and hyperplasia in rat mammary glands [8, 9]. Mice exposed to BPA in utero develop tumors more quickly and more often when challenged with a chemical carcinogen [10]. Taken together, these rodent models show that early life BPA exposure increases the risk of mammary gland carcinogenesis. While BPA has been extensively studied for both developmental defects and cancer-associated phenotypes in rodent models, there is much less data on the BPA alternatives. However, BPS has been shown to drive many of the same developmental abnormalities in the mammary gland as seen in BPA-exposed animals [11]. While no study has demonstrated cancer formation in BPS-exposed mice, a small number of mice did have mammary neoplasias in one study [12]. These data suggest that compounds such as BPS are also a potential risk, yet no defined mechanism by which these compounds initiate oncogenesis has been identified. It is unclear whether the estrogenic properties of these EDCs are responsible for the increased cancer risk and which molecular alterations within the gland predispose the mammary cells to carcinogenic transformation. Without this knowledge, it is difficult to test and identify potentially hazardous compounds and account for latent effects following early life exposures.

As many of the EDCs that alter mammary gland development are estrogenic, the ability of these chemicals to stimulate the estrogen receptor is used as the fundamental characteristic to identify them as potentially harmful compounds. Attempts to link the estrogenic action of BPA to the phenotypic changes in the mammary gland implicate the developing mesenchyme as a potential cellular target of EDC action [13]. The developing murine mammary bud is completely surrounded by estrogen receptor (ER) expressing mesenchymal cells from embryonic day 12.5 to 15.5 [14]. This period during development appears to be the time point most susceptible to BPA action [14]. Furthermore, transcriptome profiling of the perinatal stroma and epithelium of the developing mammary gland at the time of exposure suggests that BPA is acting as an estrogen through the mesenchymal tissue [15]. This transcriptional profiling suggests that the extracellular matrix (ECM) is differentially regulated by BPA exposures [15, 16]. As growth, survival, and differentiation of the epithelium are dependent upon signals from the stroma [17], these alterations can influence carcinogenic transformation later in life. To this end, we aimed to analyze the long-term changes within the fibroblast population that persist into adulthood when carcinogenic transformation occurs. In this study, we characterize stromal alterations that are only evident in the adult female mouse and are known risk factors for human breast cancer.

## Methods

### Animals

Animal experiments were performed in compliance with protocols approved by The Ohio State University Institutional Animal Care and Use Committee (IACUC, Protocol #2013A00000030) and in accordance with the accepted standard of humane animal care. CD1 mice (Charles Rivers, Wilmington, MA, USA) were maintained in polysulfone cages and fed a diet containing minimal levels of phytoestrogen (Harlan2019X). BPA dissolved in sesame oil was administered to pregnant mice via intraperitoneal (IP) injection as previously described [14], unless otherwise stated in the text. Treatment with 25 μg/kg · bodyweight BPA (≥ 99%), 100 μg/kg · bodyweight DES (99% (HPLC)), 25 μg/kg · bodyweight BPS (analytical standard), or equal volume sesame oil control occurred daily from embryonic day 9.5 through 18.5 (E9.5–18.5). Specific lots of EDCs were tested for estrogenic activity via luciferase reporter assay (Supplemental Figure 1). Resulting female offspring were harvested at 4 and 12–14 weeks of age for analyses as indicated.

### Luciferase reporter

Luciferase reporter assay was performed as previously described [18], with minor modifications. Cells were treated with 1 nM, 10 nM, 100 nM, or 1 μM estradiol (E2), BPA, BPS, DES, or ethanol (EtOH) control for 24 h before analysis.

### Fibroblast RNA isolation and sequencing

Mammary fibroblast cells were isolated from adult mice, as previously described [19]. Briefly, in utero exposed female mice were harvested between 12 and 14 weeks of age. The fourth and fifth inguinal mammary glands were excised from up to 4 litters totaling between 12 and 20 mice, with lymph nodes excluded, and mechanically minced to produce a fine, semi-liquid slurry. The slurry was further digested in a collagenase and trypsin mixture on a platform shaker (150 rpm at 37 °C for 1 h). The mixture was centrifuged (350×*g* for 3 min) to collect the epithelial organoids, stromal cells, fibroblasts, and red blood cells in the pellet. This pellet was rinsed in red blood cell lysis buffer (Sigma-Millipore) two times and resuspended in Dulbecco’s Modified Eagle’s Medium (DMEM) containing 10% fetal bovine serum (FBS). Cells were plated onto a cell culture dish for 1 h to separate the epithelial organoids from fibroblasts. Adherent fibroblasts were maintained at 37 °C/5% CO_2_/5% O_2_ until 80% confluent. Plates were washed with 1× phosphate-buffered saline (PBS) and DNA and RNA harvested using the ZR-Duet DNA/RNA mini prep kit (Zymo Research).

### Fibroblast staining and flow cytometry

Fibroblasts were collected by trypsinization, washed with 3% bovine serum albumin (BSA) in PBS, and then incubated with Ghost Dye Red 780 Viability Dye stain (1:1000, Tonbo Bioscience, 13-0865-T100) for 10 min at room temperature. Cells were washed with 3% BSA in PBS, fixed with 0.1% paraformaldehyde for 15 min at room temperature, washed again with 3% BSA in PBS, and permeabilized with 2% saponin for 15 min at room temperature. Cells were then incubated with Fc blocking anti-mouse CD16/CD32 antibody (1:100, clone 2.4G2; Tonbo Bioscience, 70-0161-M001) for 10 min. After an additional 3% BSA in PBS wash, cells were labeled with primary antibodies to fibroblast-specific protein 1 (FSP1, Millipore, 07-2274), fibroblast activation protein α (FAP, R&D Systems, MAB9727), α smooth muscle actin (αSMA, Millipore, A2547), platelet-derived growth factor receptor α (PDFGRα, Cell Signaling, 3174), platelet-derived growth factor receptor β (PDGFRβ, Cell Signaling, 3169), Vimentin (Cell Signaling, 5741), or secreted protein acidic and rich in cysteine (SPARC, Cell Signaling, 8725) for 30 min at 4 °C. Again, cells were washed with 3% BSA in PBS and then followed by incubation with appropriate fluorescent secondary antibodies for 30 min at 4 °C. Cells were washed with 3% BSA in PBS three times prior to analysis on a flow cytometer (BD LSRFortessa).

### Differential gene expression analysis

Sequencing reads were mapped to the MM10 genome using the STAR read aligner [20], and transcript read counts quantified using featureCounts [21]. Low expression genes with less than 10 reads across all samples were filtered out of the dataset, and differentially expressed genes identified using DESeq2 criteria (*p* ≤ 0.05, FDR 5%) [22]. RNA-seq datasets are available through GEO series accession number: GSE136062. Statistically significant gene lists were subjected to Ingenuity Pathway Analysis (Qiagen Bioinformatics) and the ToppGene Suite [23].

### RT-PCR

Fibroblast RNA was converted to cDNA using the iScript Select cDNA Synthesis Kit (BioRad, 170-8897). Relative gene expression was determined by real-time qPCR using SYBR Green (BioRad) with the primers listed in Supplemental File 1.

### Picrosirius red staining

The fourth inguinal mammary glands were harvested at either 4 weeks or 12 weeks of age, for oil and BPA treatments. Mice were staged in the estrous cycle prior to harvest using vaginal cytology [24–26] and harvested in the estrus stage. Estrus stage was confirmed through hematoxylin and eosin analysis of the dissected uterus, ovaries, and vagina from each mouse [24, 25]. Glands were fixed in 10% neutral buffered formalin for 48 h, transferred to 70% ethanol, and paraffin embedded. The paraffin-embedded mammary glands were cut in 4 μm sections for picrosirius red staining. A picrosirius red staining kit (Abcam, ab150681) was used to visualize collagen fibers.

Images were taken under 4× magnification with a light microscope (Nikon Eclipse 50i microscope) equipped with a camera (Axiocam color, Zeiss) and Zeiss Zen Pro software. For 4-week-old mice, one image was taken per gland section, between the lymph node and nipple. For 12-week-old mice, two images were taken adjacent to the lymph node. Images were de-identified, cropped to identical size, and portions of the lymph node cut from the image. Images were then blindly scored in ImageJ by measuring the total area of each image and then the area with signal above a standardized threshold on the red channel. Data represents the percent area above the threshold compared to total area of the image.

### Hydroxyproline assay

Hydroxyproline levels were determined using the Sigma Hydroxyproline Assay Kit (Sigma-Aldrich/Millipore, MAK008) using 10 mg pieces of mammary gland excised from the fourth inguinal mammary gland from 12-week-old mice treated in utero with either BPA or oil.

### Second harmonic generation imaging and collagen fiber analysis

Collagen fibers were imaged in picrosirius red-stained tissue sections from the fourth inguinal mammary glands of 12-week-old mice using an Olympus FV1000 MPE microscope equipped with a × 25 XLPlan objective (N.A. 1.05) and a Mai Tai DeepSee Ti:Sapphire Laser (Spectra-Physics, Newport Corp.) at a 950 nm wavelength. Images were taken through the depth of the sample in 4 μm sections, focusing on mammary ducts and the periductal area. A maximum intensity projection of these images was taken, and CT-Fire software (v1.3; https://loci.wisc.edu/software/ctfire) was used to analyze the collagen fibers in each image. Three glands from oil-treated mice and 4 glands from BPA-treated mice were imaged, and 3 images were taken per tissue section. Overall, 467 collagen fibers in oil-treated mice and 1256 collagen fibers in BPA-treated mice were analyzed.

### Hydraulic permeability assay

The measurement of ECM hydraulic permeability was performed with in utero exposed fibroblasts. Re-organization of commercially available collagen I was performed as previously described [27]. Briefly, neutralized (NaOH) acidic rat tail type I collagen (Corning) solutions were prepared at 6 mg/mL in media for the following separate experimental conditions: (1) containing in utero oil-treated fibroblasts, (2) containing in utero BPA-treated fibroblasts (1800 cells/μL), and (3) no added fibroblasts for acellular conditions. Polydimethylsiloxane microfluidic channels were pre-coated with 100 μg/mL fibronectin prior to collagen mixture injection, as previously determined to be optimum. A 5 mg/mL solution of tetramethylrhodamine conjugated BSA (Thermo Fisher, A23016) in 1× PBS was used to monitor flow through the channel.

### Mammary stiffness assay

The elastic modulus of mammary glands was determined using an unconfined compression protocol, as previously described [28–30]. Following in utero exposures, the fourth inguinal mammary glands were harvested from mice at either 4 weeks or 12 weeks of age, for each treatment group. Using a biopsy punch, circular sections approximately 4 mm in diameter with a thickness of 1 mm were excised from the fourth gland, avoiding the lymph node and excising sections towards the leading edge of the mammary gland. Sections were loaded on a mechanical testing system (Electroforce 5500, TA Instruments, Eden Prairie, MN) and compressed at a strain rate of 0.5 mm/min to a final strain of 30%. The modulus was estimated by calculating the slope of the stress-strain curve. A minimum of three sections per mouse were analyzed and averaged per data point.

### Statistical analyses

An unpaired *t* test with Welch’s correction determined statistical significance between oil- and BPA-treated mice for qPCR analyses of collagen genes, picrosirius red analyses, hydroxyproline analyses, the number of fibers per duct from SHG measurements, and stiffness analyses. For SHG measurements with histograms of fiber length and fiber width, a two-sample Kolmogorov-Smirnov test was used. A one-way ANOVA with Dunnett’s multiple comparisons was used to determine significance for hydraulic permeability data, luciferase assay, and the mammary gland stiffness analyses that compared oil, BPS, and DES.

## Results

### In utero BPA alters the transcriptome of fibroblasts in adult female mice

Several studies have implicated the mesenchymal cells surrounding the developmental mammary bud as a target of in utero BPA action [14–16]. In addition, the stroma plays a key role in mammary gland development and cancer risk through paracrine signaling and ECM interactions [17]. To this end, we attempted to identify changes within the stroma that occur after in utero BPA exposure that may increase cancer risk. Pregnant CD1 mice were exposed to 25 μg/kg · bodyweight BPA or oil control from E9.5 through E18.5. We have previously shown this dose results in amniotic BPA levels comparable to reported human amniotic levels [14]. Following birth, mice were aged 12–14 weeks to allow for complete epithelial ductal elongation within the mammary gland and to approximate an adult time point when increased carcinogenic risk is suspected. Fibroblasts isolated from mammary glands were validated by flow cytometry for expression of the markers fibroblast-specific protein 1 (FSP1, gene name S100A4) and smooth muscle actin (αSMA) (Supplemental Figure 2A). We did not observe a BPA-induced change in fibroblast subpopulations as measured by the specific markers, FAP, SPARC, Vimentin, PDFGRα, and PDGFRβ (Supplemental Figure 2B) [31]. RNA was isolated from mammary fibroblasts and subjected to whole genome transcriptome profiling. 

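Fibroblast RNA was sequenced as 1 library per treatment in each of 3 cohorts, which gave 3 oil libraries and 3 BPA libraries. Each isolation combined the inguinal glands of 12 to 20 female mice from up to 4 litters, so a library is a pool of animals, and the cells that adhered to the dish were cultured before RNA was harvested. The paper gives 25 μg/kg BPA from embryonic day 9.5 to 18.5, whereas the labels of the libraries give embryonic day 8.5 to 18.5. The age is 12 to 14 weeks in the paper's methods and 12 weeks in its Fig. 1 legend and in the labels. The authors mapped the reads to the MM10 genome (GRCm38) with STAR, counted them on genes with featureCounts, left out genes with fewer than 10 reads over the libraries and divided the counts by 1 factor per library, as DESeq2 does. These deposited values are called normalized counts here. Whole read numbers were recovered from them in each of the 6 libraries. Reads counted on genes numbered 35258886, 50564814 and 35106596 in the oil libraries of cohorts 1, 2 and 3, with a median of 35258886. The BPA libraries held 46656264, 63280478 and 38788157 reads, with a median of 46656264. In each cohort the BPA library was the deeper of the pair, by a factor of 1.323, 1.251 and 1.105 in cohorts 1, 2 and 3. From the normalized counts of 14783 genes, log2 values were computed with a pseudocount of 1, and BPA was tested against oil with limma, treatment being the only term because the paper's text names no cohort term. A fit with cohort as a replicate block was run as an alternative, since each oil library has a BPA library of its own cohort. Cohort accounted for most of the variance between libraries. The first principal component held 75.2% of the variance, and the oil and BPA libraries of cohort 2 scored 113 and 109.7 on it, against scores between -86.5 and -36.3 for the other libraries. The second component held 17.9% and separated cohort 1, with scores of 57.6 for oil and 46.8 for BPA, from cohort 3, with -42.6 and -41.6.

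**Figure D1:**
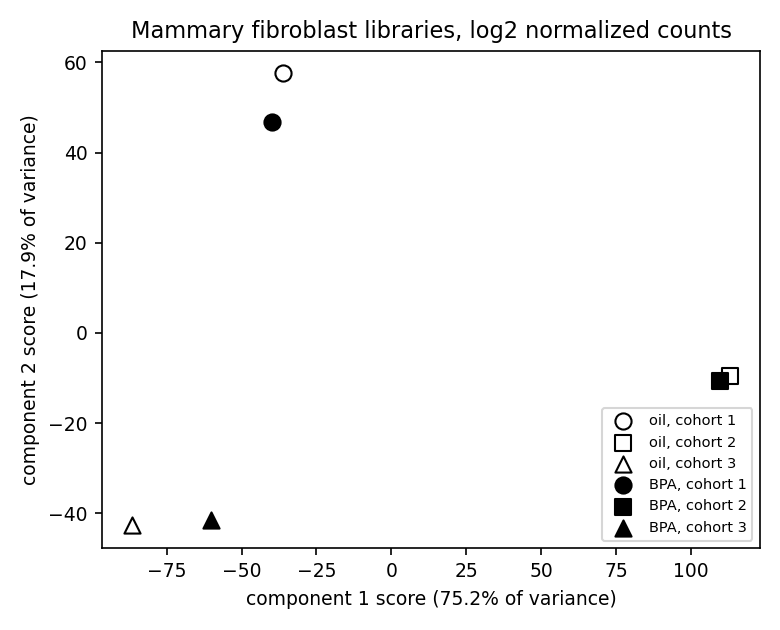
Scores of the 6 fibroblast libraries on the first and second principal components of log2 normalized counts, with open symbols for oil, filled symbols for BPA and a symbol shape per cohort. The oil and BPA libraries of a cohort lie side by side, and cohort 2, at 113 and 109.7 on the first component, lies apart from the others.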

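No gene passed an adjusted p-value of 0.05 when BPA was tested against oil with treatment as the only term (limma with Benjamini-Hochberg adjustment over 14783 genes). An unadjusted p at or under 0.05 was reached by 25 genes, 22 of them higher in BPA, whereas 739 are expected by chance when p-values are spread evenly. Of these, 13 genes also changed by at least 50%, 11 higher and 2 lower. With cohort as a replicate block, limma again called 0 genes after adjustment, but 1002 genes had an unadjusted p at or under 0.05. Among them were all 25 genes of the test without the block. Of the 1002, 641 were higher in BPA and 281 changed by at least 50%. DESeq2 on the recovered reads with the same block called 47 genes after adjustment and 283 at the unadjusted threshold with a change of at least 50%, whereas DESeq2 without the block called 0 and 31. Those 47 genes are the same 47 that have an adjusted p under 0.05 in the authors' deposited table of results. Leaving out each library in turn gave 17 to 89 genes at the unadjusted threshold with a change of at least 50%, with the 89 coming from the fit without the oil library of cohort 2. In simulated libraries with the same spread between cohorts, limma without the block recovered 0 of 100 genes changed 3-fold at an adjusted p under 0.05 and limma with the block recovered 95 of 100. Of 100 genes changed 1.5-fold they recovered 0 and 32. Simulated genes of like expression had the same variance, and each change was equal in all cohorts, which need not hold for real genes. These shares therefore cannot be carried over to the real libraries, where limma with the block called 0 genes. Rusc2 (ENSMUSG00000035969.15, chromosome 4 of GRCm38, 43381979 to 43427088) had the smallest p without the block. It had 4731 ± 154 normalized counts (SD, n = 3) in oil and 7075 ± 679 (SD, n = 3) in BPA, a difference larger than either SD, with a log2 fold change of 0.58 (standard error 0.14, limma adjusted p = 1.00). With the block its standard error was 0.11 (limma adjusted p = 0.73), and DESeq2 with the block gave an adjusted p of 0.0254. Ptprs (ENSMUSG00000013236.17, chromosome 17, 56412426 to 56476483), a receptor tyrosine phosphatase gene, rose from 6000 ± 462 normalized counts (SD, n = 3) in oil to 8974 ± 1000 (SD, n = 3) in BPA, a log2 fold change of 0.58 (standard error 0.16). The DESeq2 fit with the block gave it an adjusted p of 0.0172. Of the genes that fell, Trim12c (ENSMUSG00000057143.15, chromosome 7, 104338754 to 104353362) had 2249 ± 616 normalized counts (SD, n = 3) in oil and 1271 ± 132 (SD, n = 3) in BPA, a log2 fold change of -0.79 (standard error 0.24, and an adjusted p of 0.0153 from DESeq2 with the block). Its counts are uncertain because Trim12c has close paralogs between which the authors' counting could have split reads.

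**Figure D2:**
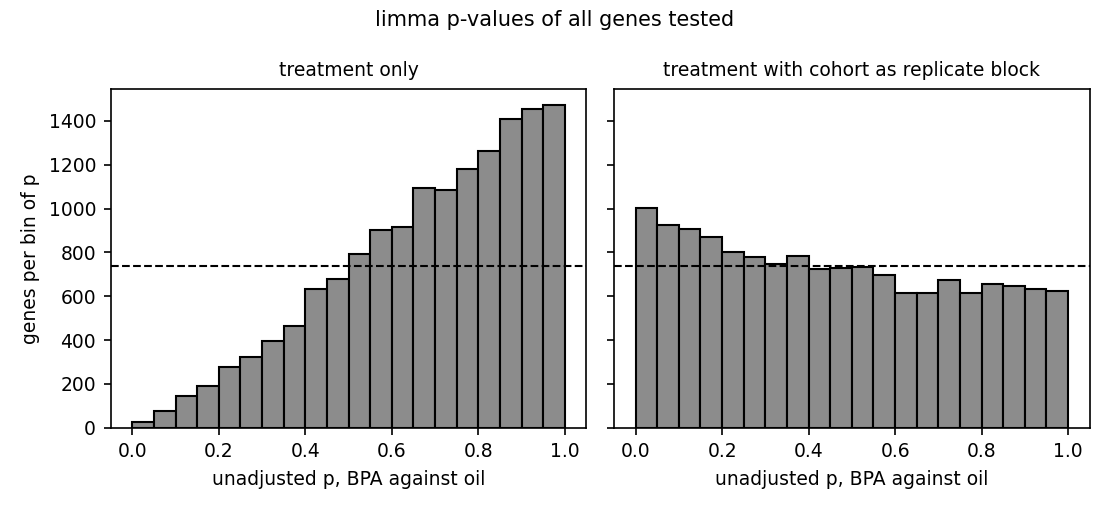
Number of genes per bin of unadjusted limma p-value for 14783 genes, BPA against oil, with treatment as the only term (left) and with cohort as a replicate block (right). The dashed line marks the 739 genes per bin that evenly spread p-values give, and the bin at or under 0.05 holds 25 genes on the left and 1002 on the right.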

Mice exposed to in utero BPA had 489 differentially regulated genes (*p* ≤ 0.05, ≥ 50% change) and 47 statistically significant (*p*adj < 0.05) altered transcripts when accounting for false discovery (Fig. 1a, Supplemental File 2). 

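Direction was counted on the genes with an unadjusted p at or under 0.05 and a change of at least 50%. Without a cohort term, 84.6% of them (11 of 13) were higher in BPA. The share was 75% (9 of 12) after quantile normalization of the libraries, and the fits that each left out a library gave 68.2% to 84.4%. With cohort as a replicate block it was 66.9% in limma (188 of 281) and 67.8% in DESeq2 (192 of 283). Over the 14783 genes the median log2 fold change was -0.0020. For the 47 genes with an adjusted p under 0.05 in the authors' deposited table, the mean log2 value was higher in BPA for 41 and lower for 6, and between 40 and 44 were higher when a library was left out. The 6 lower genes include S100a14 (ENSMUSG00000042306.11, chromosome 3, 90526856 to 90528837), which had 570 ± 718 normalized counts (SD, n = 3) in oil and 314 ± 433 (SD, n = 3) in BPA. The log2 ratio of BPA to oil for S100a14 was -0.77, -0.95 and -1.36 in cohorts 1, 2 and 3, a fall in every cohort that is smaller than the spread between cohorts. Cldn7 (ENSMUSG00000018569.12, chromosome 11, 69964779 to 69967885), which encodes a claudin of epithelial tight junctions, fell from 1696 ± 1461 (SD, n = 3) to 915 ± 790 (SD, n = 3) normalized counts, with cohort log2 ratios of -0.70, -0.72 and -1.08.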

Interestingly, nearly all (41 of 47) of the altered genes had increased expression in the BPA-exposed mice (Fig. 1). Gene expression changes of these 47 genes for our 3 cohorts of mice were consistent, although very few genes showed greater than a 2-fold change in expression (Fig. 1b. 

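The ratio of BPA to oil was computed within each cohort, where both libraries were prepared from mice of the same cohort. All 47 genes moved in the same direction in the 3 cohorts, 41 upward and 6 downward. Of the 14783 genes tested, 4335 (29.3%) did so, against 25% expected by chance, and the 47 genes were chosen by the authors on these same libraries, so their count is not independent evidence. The median log2 ratio of the 41 genes was 0.66, 0.66 and 0.69 in cohorts 1, 2 and 3, and that of the 6 genes was -0.95, -0.62 and -0.94. Without a cohort term, 7 of the 47 genes reached an unadjusted p at or under 0.05 and 0 had an adjusted p under 0.05 when adjusted over the list alone. With cohort as a replicate block, limma gave 47 in both counts. The size of the mean change, as the absolute log2 ratio of the group means, ran from 0.48 to 1.48 with a median of 0.66. It exceeded 2-fold in 6 genes, and the geometric mean of the cohort ratios also gave 6, with S100a14 (0.485) in the place of Ifi202b (0.524). The ratio of means was 2.78 for Ivl, 2.47 for Wnt2, 2.19 for Lingo1, 2.17 for Nos2 and 2.05 for Itga11, and 0.468 for Ifi202b, a gene with close paralogs whose reads the counting could have split. Itga11 (ENSMUSG00000032243.8, chromosome 9, 62677826 to 62783982), the integrin α11 chain of a collagen receptor, had 3404 ± 3391 normalized counts (SD, n = 3) in oil and 6995 ± 3924 (SD, n = 3) in BPA. The difference in Itga11 is close to the spread between libraries, and its log2 ratio was 1.17, 0.63 and 2.25 in cohorts 1, 2 and 3. Lingo1 (ENSMUSG00000049556.5, chromosome 9, 56618475 to 56796468) had 338 ± 120 (SD, n = 3) in oil and 741 ± 248 (SD, n = 3) in BPA, with cohort log2 ratios of 1.33, 0.87 and 1.21. Nos2, which had 246 ± 214 (SD, n = 3) in oil and 535 ± 477 (SD, n = 3) in BPA, rests on the pairing by cohort, since its log2 fold change ran from -0.91 to 3.35 when single libraries were left out and was negative without the oil library of cohort 3. In cohort 3 Nos2 had only 2.39 normalized counts in oil and 11.24 in BPA, so its direction and ratio there rest on few reads. Ivl and Wnt2 rest on the pairing too. For Ivl the log2 fold change ran from 0.20 without the BPA library of cohort 3 to 2.20 without that of cohort 1. For Wnt2 it ran from 0.14 without the BPA library of cohort 1 to 2.19 without that of cohort 2. The range was 0.85 to 2.13 for Itga11 and 0.81 to 1.44 for Lingo1, the lower end of both coming without the oil library of cohort 3. Ifi202b ran from -1.41 to -0.26, the latter without the oil library of cohort 1.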

Ingenuity Pathway Analysis of these 47 genes identified cancer, including breast, as the disease most associated with these alterations (Table 1). In addition, genes associated with the ECM and collagen regulation were the molecular functions and cellular components most enriched (Table 1).

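The pathway tools named in the methods were not rerun. Gene families of the ECM, defined by gene symbol, were counted among the 47 genes against the 14781 distinct genes with an adjusted p in the authors' deposited table, by Fisher's exact test (two-sided, Benjamini-Hochberg adjustment over 8 families). Of 39 collagen genes, 5 were among the 47 (Col4a1, Col4a2, Col5a1, Col6a3 and Col12a1, p = 1.39e-07 by Fisher's exact test, adjusted 1.11e-06). Of 10000 random lists of 39 genes matched to the collagens on mean expression, none held 5 of the 47, and 0 did when matched on transcript length or on GC content. The count was 2 of 25 for integrins (Itga9 and Itga11, adjusted p = 0.0113) and 1 of 4 for latent TGF-β binding proteins (Ltbp2, adjusted p = 0.0338), the latter resting on a single gene. The 47 genes are more highly expressed than the background, with a median mean normalized count of 5680 against 978.8 for all genes. Only the collagens were set against matched lists, so the p-values of the other families do not allow for this. Laminins (1 of 11, Lamb2), ADAM proteases (1 of 15, Adam19) and ADAMTS proteases (1 of 15, Adamts12) each had an adjusted p of 0.0622, and no lysyl oxidase (of 5) or matrix metalloproteinase (of 19) was among the 47. Lamb2 (ENSMUSG00000052911.9, chromosome 9, 108479736 to 108490530), the laminin β2 chain of basement membranes, had 11198 ± 3564 normalized counts (SD, n = 3) in oil and 17489 ± 4998 (SD, n = 3) in BPA, and log2 ratios of 0.59, 0.63 and 0.75 in cohorts 1, 2 and 3. Ltbp2 (ENSMUSG00000002020.15, chromosome 12, 84783212 to 84876532) had 29515 ± 21866 (SD, n = 3) in oil and 46321 ± 35544 (SD, n = 3) in BPA, a difference within the spread between cohorts, although each cohort showed a rise (log2 ratios of 0.49, 0.78 and 0.69). An antisense gene covers 9.34% of the exon bases of Ltbp2, and the paper's text does not state whether the counting used strand. The families were also tested as sets over all genes with camera at its preset correlation of 0.01 (Benjamini-Hochberg adjustment over 19 lists). The lysyl oxidases (median log2 fold change 0.44, 5 of 5 genes higher, adjusted p = 1.82e-05), laminins (0.41, 8 of 11, adjusted p = 0.000403), matrix metalloproteinases (0.31, 15 of 19, adjusted p = 0.00353), collagens (0.23, 26 of 39, adjusted p = 0.00454), integrins (0.18, 16 of 25, adjusted p = 0.00816), ADAMTS proteases (0.29, 10 of 15, adjusted p = 0.00816) and ADAM proteases (0.14, 12 of 15, adjusted p = 0.0309) were higher in BPA. The latent TGF-β binding proteins were not called (0.27, 4 of 4, adjusted p = 0.124) and were called with cohort as a replicate block (camera adjusted p = 0.0142). When single libraries were left out the medians of these 8 families stayed positive, except those of the integrins (-0.41 without the oil library of cohort 2, -0.15 without the BPA library of cohort 1 and -0.016 without the BPA library of cohort 3) and of the ADAM proteases (-0.0096 without the BPA library of cohort 2). The ADAMTS median ran from 0.018 without the oil library of cohort 2 to 0.48 without that of cohort 1. The laminin median ran from 0.071 without the BPA library of cohort 1 to 0.62 without the oil library of cohort 1. The integrin median was also negative with treatment as the only term in edgeR (-0.22, 11 of 25 genes higher) and in DESeq2 (-0.22, 11 of 25). With the block it was positive in edgeR (0.17) and in DESeq2 (0.18), and it was 0.28, 0.093 and 0.12 within cohorts 1, 2 and 3, so the negative medians came only from fits without the block. None of the 19 lists was called after adjustment under fry or under camera with a correlation estimated from the data, with or without the block.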

**Fig. 1:**
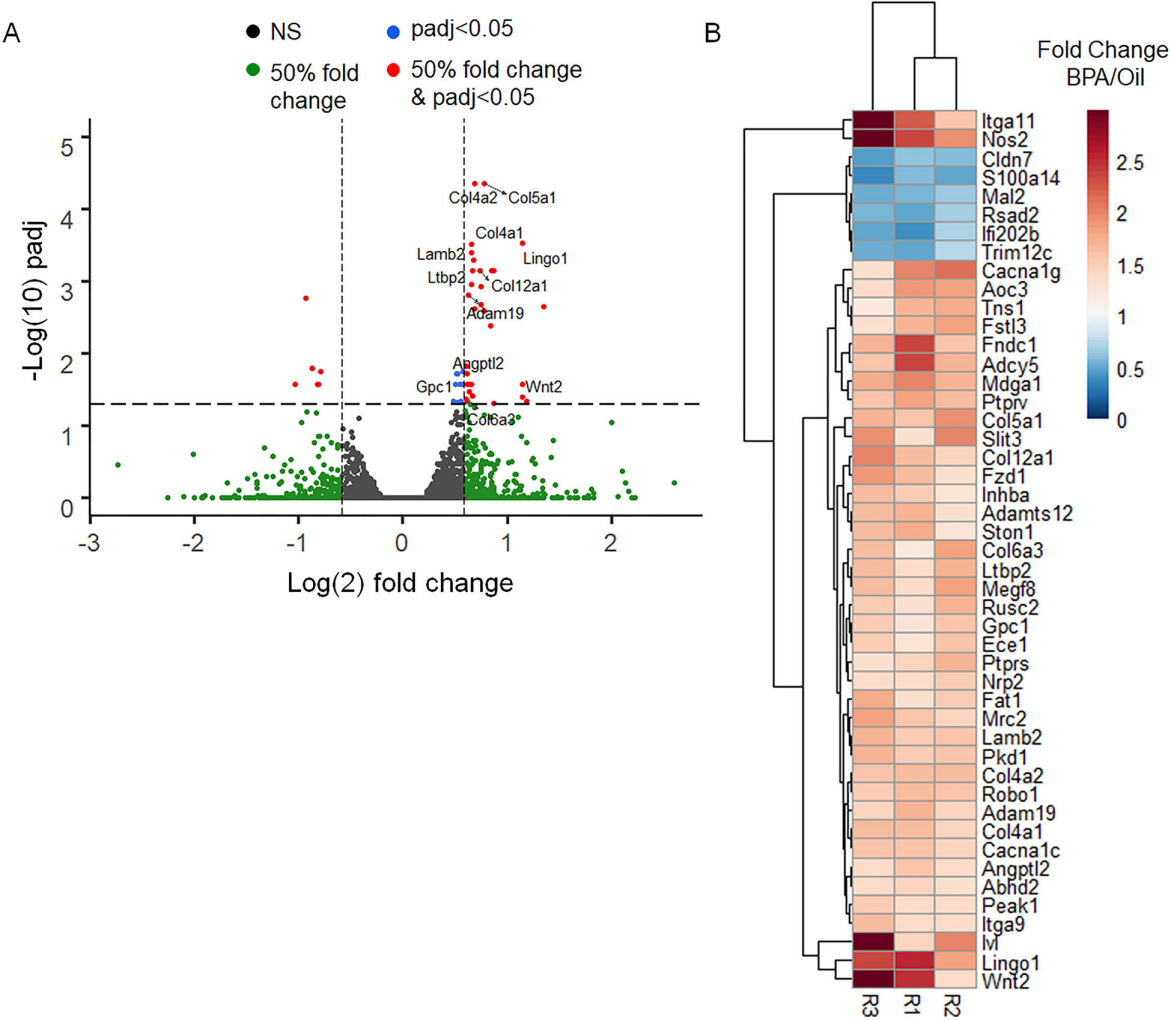
In utero BPA exposure drives long-term changes in mammary fibroblast gene expression. Fibroblasts were isolated from the mammary glands of 12-week-old female mice exposed in utero to 25 μg/kg · bodyweight BPA or oil control from E9.5 through E18.5. RNA from the fibroblasts was sequenced and analyzed for differential gene expression. **a** A volcano plot is depicted of all analyzed genes with cutoffs for fold change, *p* value, and *p* adjusted (*p*adj) value depicted. **b** A heatmap of the 47 genes with a *p*adj value ≤ 0.05 is depicted illustrating the fold change between BPA- and oil-exposed fibroblasts in each of the three cohorts of mice used for the transcriptome analysis. These analyses were done in 3 separate cohorts of mice treated with either oil or BPA in utero

**Table 1:** Molecular functions, cellular components, pathways, and diseases enriched in genes deregulated in fibroblasts following in utero BPA exposure

	*p*-value
**Molecular Function**	
Extracellular matrix structural constituent conferring tensile strength	4.02E-08
Extracellular matrix structural constituent	1.63E-07
Voltage-gated calcium channel activity involved in AV node cell action potential	1.54E-05
Collagen binding	3.20E-05
**Cellular Component**	
Extracellular matrix	4.87E-09
Collagen-containing extracellular matrix	5.35E-09
Extracellular matrix component	1.41E-07
**Pathway**	
Extracellular matrix and extracellular matrix-associated proteins	8.92E-10
Extracellular matrix organization	3.09E-08
Integrin signaling pathway	5.81E-08
NCAM1 interactions	1.21E-07
Core extracellular matrix including ECM glycoproteins, collagens and proteoglycans	2.07E-07
ECM-receptor interaction	2.54E-07
Genes encoding collagen proteins	2.97E-07
Collagen chain trimerization	4.17E-07
Collagen biosynthesis and modifying enzymes	3.11E-06
**Disease**	
Colorectal cancer	9.22E-10
Breast or pancreatic cancer	9.99E-10
Breast or ovarian cancer	1.39E-09
Development of vasculature	1.73E-09
Angiogenesis	1.89E-09
Breast or gynecological cancer	6.34E-09

Changes in collagen deposition have been proposed as a risk factor for breast cancer [32, 33], so we investigated the collagen family of genes in more detail. A total of 15 collagen genes demonstrated a change in expression (*p* ≤ 0.05) in BPA-exposed mice. 

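Of the 39 collagen genes tested, 0 had an unadjusted p at or under 0.05 with treatment as the only term, and 0 passed when adjusted over the list alone. The smallest unadjusted limma p was 0.0536, for Col4a1. With cohort as a replicate block the count was 13 in limma, 12 in edgeR and 14 in DESeq2, and the genes called were higher in BPA in each of these fits. Adjusted over the list alone, 5 passed in limma with the block and 12 in DESeq2 with the block. Of the 14 genes marked in Fig. 2a, 13 had p at or under 0.05 in the blocked limma fit and 14 in the blocked DESeq2 fit. Col5a1 (ENSMUSG00000026837.15, chromosome 2, 27886425 to 28039514) had 53395 ± 14022 normalized counts (SD, n = 3) in oil and 91503 ± 24566 (SD, n = 3) in BPA, a difference larger than either SD. Its log2 fold change was 0.77 with a standard error of 0.34 without the block and 0.13 with it, and DESeq2 with the block gave an adjusted p of 4.62e-05. Col4a1 (ENSMUSG00000031502.11, chromosome 8, 11198423 to 11312826) rose from 92889 ± 14619 (SD, n = 3) to 145239 ± 13656 (SD, n = 3) normalized counts, with a DESeq2 adjusted p of 0.000307 in the blocked fit. Col4a2 (ENSMUSG00000031503.13, chromosome 8, 11312805 to 11449287), which lies head to head with Col4a1 and shares 22 exon bases with it on the opposite strand, rose from 65014 ± 15613 (SD, n = 3) to 104962 ± 28115 (SD, n = 3), with a DESeq2 adjusted p of 4.69e-05 in the blocked fit. For Col12a1 (ENSMUSG00000032332.17, chromosome 9, 79598991 to 79718831) the counts were 84353 ± 51949 (SD, n = 3) in oil and 133642 ± 63300 (SD, n = 3) in BPA, a difference within the spread between cohorts that was a rise in each of them (log2 ratios of 0.72, 0.52 and 0.97). Col6a3 (ENSMUSG00000048126.16, chromosome 1, 90765923 to 90843971) likewise rose in each cohort, with log2 ratios of 0.30, 0.83 and 0.70, while its counts of 20794 ± 18525 (SD, n = 3) in oil and 29069 ± 20752 (SD, n = 3) in BPA overlapped. Having noted that changes in collagen deposition have been proposed as a risk factor for breast cancer, the paper turned from the ECM functions enriched among the 47 genes to the collagen family as a whole.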

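Collagen transcripts made up 4.47%, 3.42% and 2.16% of the normalized counts in the oil libraries of cohorts 1, 2 and 3, and 5.23%, 4.63% and 3.35% in the BPA libraries. The group means were 3.35% ± 1.16 (SD, n = 3) in oil and 4.40% ± 0.962 (SD, n = 3) in BPA, a difference of 1.06 percentage points that is smaller than the spread between oil libraries (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest p that 3 against 3 allow). Within cohorts the share was higher in BPA in 3 of 3, by 1.06 points on average with an SD of 0.255 (two-sided exact sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). Without Col1a1, the collagen gene with the highest counts, the difference was 0.806 points. Over the 30 collagen genes of Fig. 2a the median log2 fold change was 0.34, and it was 0.35, 0.12 and 0.58 in cohorts 1, 2 and 3, with 23, 20 and 22 of the 30 genes higher in BPA. This median stayed positive when single libraries were left out, between 0.243 and 0.583, the highest value coming without the oil library of cohort 1. It lay above all 10000 random lists matched on mean expression, and in cohort 2 alone above 99.24% of them. In cohort 2 it lay above only 68.53% of lists matched on transcript length and 68.22% of lists matched on GC content. When the genes were ordered by their mean in oil, 12 of the 14 highest were higher in BPA in each cohort (median log2 fold change 0.55), against 3 of the 16 lowest (median 0.0022). Across the 30 genes, which are not independent replicates, log2 fold change rose with mean expression (Spearman's rho 0.822 and Pearson's r 0.795, permutation p = 1e-05 for both, the smallest that 100000 permutations can give, and 1e-05 after Benjamini-Hochberg adjustment over these 2 coefficients). Without the 2 genes farthest from the median expression, r was 0.761. Col1a2 (ENSMUSG00000029661.16, chromosome 6, 4504814 to 4541544), the highest in oil, had 267045 ± 111123 normalized counts (SD, n = 3) there and 371779 ± 74846 (SD, n = 3) in BPA, with log2 ratios of 0.21, 0.58 and 0.84 in cohorts 1, 2 and 3. Col1a1 (ENSMUSG00000001506.10, chromosome 11, 94936224 to 94953042) had 266756 ± 146861 (SD, n = 3) in oil and 394334 ± 127876 (SD, n = 3) in BPA, with ratios of 0.36, 1.24 and 0.43. Col3a1 (ENSMUSG00000026043.18, chromosome 1, 45311538 to 45349706) was the third highest and differed between cohorts, with ratios of -0.45, 0.30 and 1.49, and its log2 fold change of 0.45 became -0.65 without the oil library of cohort 3.

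**Figure D3:**
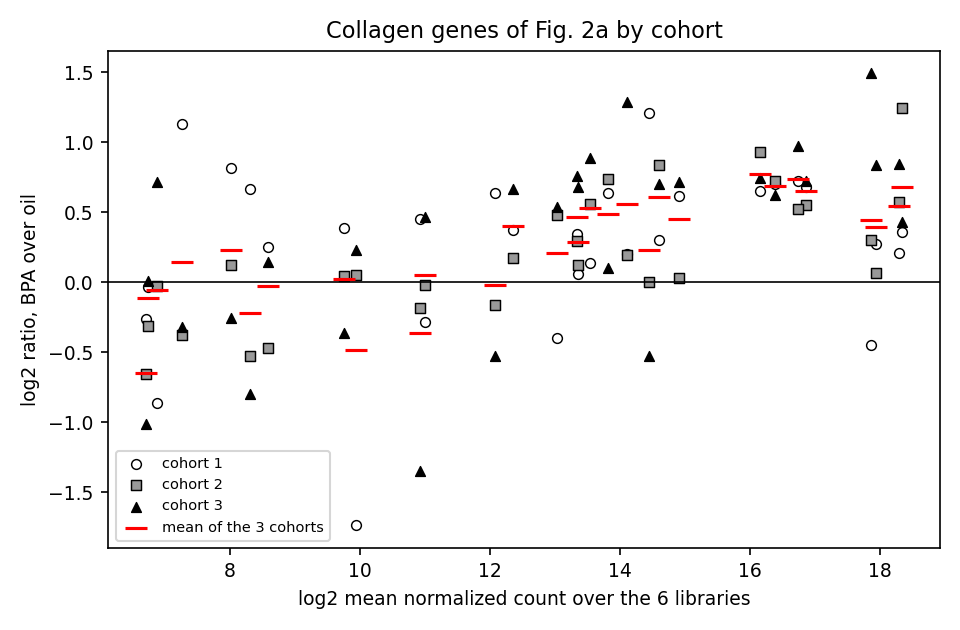
Log2 ratio of BPA to oil in each cohort for the 30 collagen genes of Fig. 2a, against log2 mean normalized count over the 6 libraries, with a symbol per cohort and a red bar for the mean of the 3 cohorts. Most of the highly expressed genes lie above 0 in each cohort, whereas genes of low expression lie on both sides of 0.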

In fact, increased collagen expression in BPA-exposed mice was observed in our 3 cohorts (R1, R2, R3) especially amongst the most highly expressed collagen genes (Fig. 2a). We thus validated these changes amongst an additional 3 cohorts of 12–14-week-old mice whose mothers were exposed to BPA or oil via oral gavage, as opposed to IP injection. In these additional samples, we again see a general increase of 20–50% expression across the most highly expressed collagen genes when exposed in utero to BPA (Fig. 2b). In line with previous studies, the route of exposure does not affect this phenotype [34].

**Fig. 2:**
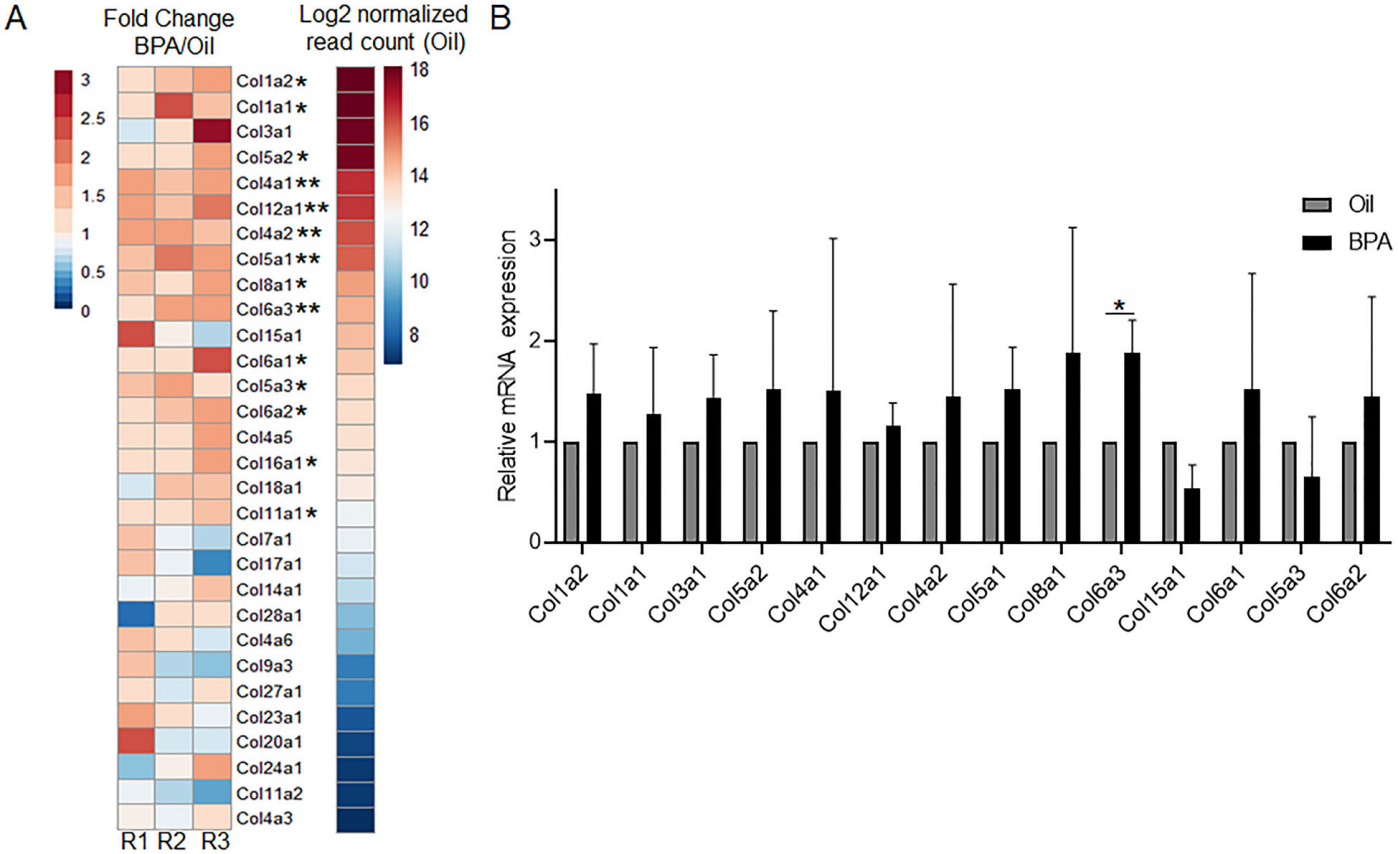
Collagen genes are more highly expressed in BPA-exposed mammary glands. **a** A heatmap showing the RNA expression of the most abundantly expressed collagen genes is depicted. Collagen genes are ordered from top to bottom based upon the average normalized read counts in the control samples. **padj < 0.05; *p < 0.05 **b** Collagen genes that had increased expression in our RNA-seq dataset were validated on an additional 3 cohorts of mice using qPCR. Average normalized mean expression ± SD is graphed. *p < 0.05

### BPA exposure increases collagen deposition in adult female mice

In order to determine if these transcriptional changes result in increased collagen deposition in adult mice, we stained mammary glands of BPA-exposed and control mice with picrosirius red. We performed these analyses early in mammary development at 4 weeks of age and again after complete ductal elongation at 12 weeks of age. At 4 weeks of age, we see no change in collagen expression between BPA and control mice (Fig. 3a, Supplemental Figure 3). However, at 12 weeks of age, BPA-exposed mice have significantly more area of the mammary gland stained for collagen deposition (Fig. 3b, Supplemental Figure 3). In order to validate the increases in total collagen deposition in 12-week-old mice, we measured the amount of hydroxyproline present in 10 mg pieces of mammary tissue. Similar to our quantification of picrosirius red staining, an increase in hydroxyproline is observed in mice that were exposed to BPA in utero (Fig. 3c).

**Fig. 3:**
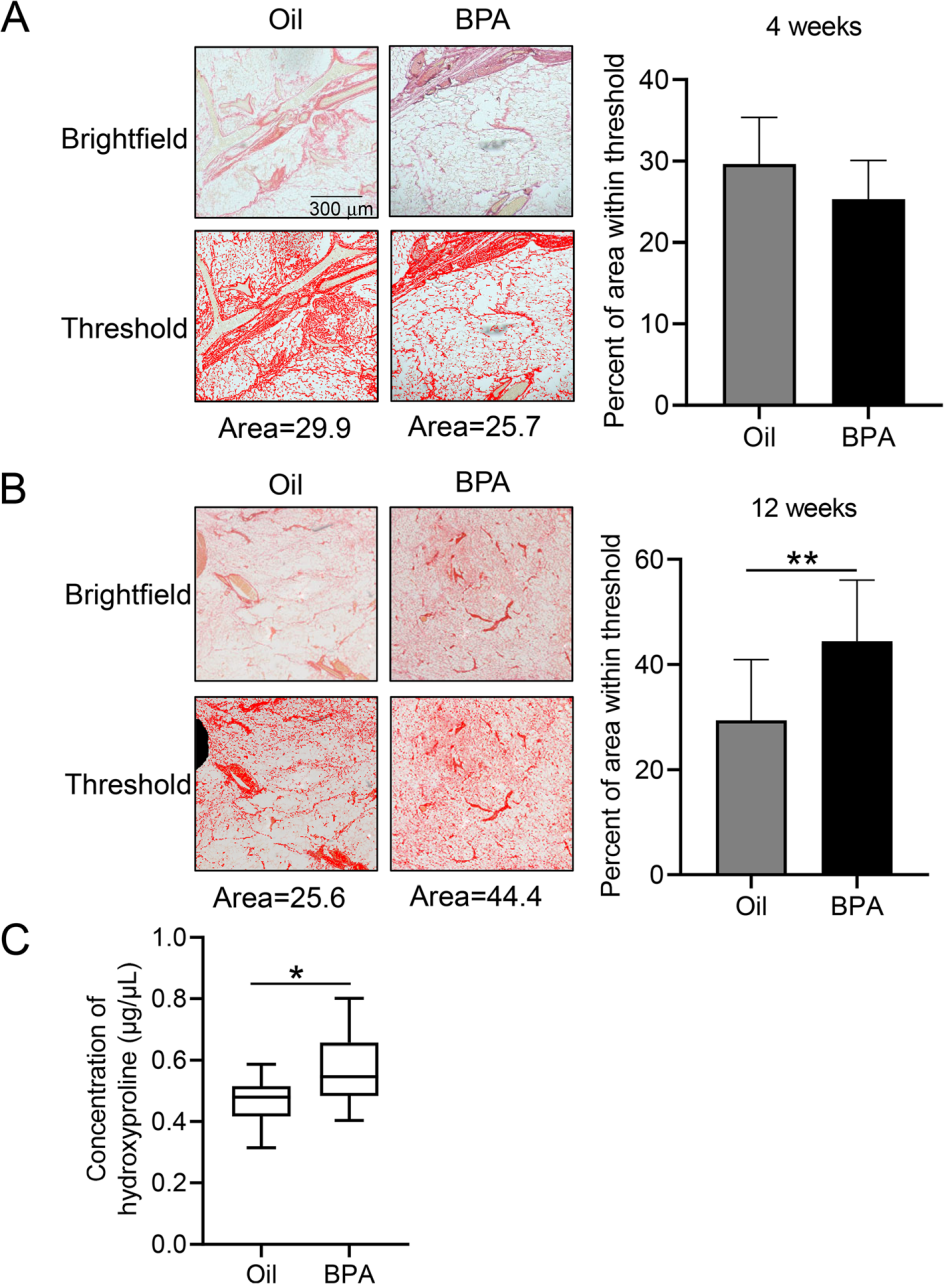
Collagen gene expression is altered in mice exposed in utero to BPA. **a** Mammary glands from 4-week-old mice exposed to BPA or oil in utero were stained with picrosirius red to visualize collagen. Total collagen staining was quantified by the area of red staining in images above the threshold (right graph) and graphed as mean ± SD. A representative brightfield image and threshold image used for quantification are depicted. Area in red of threshold image represents the area quantified. Selected images represent the data point closest to the mean for that sample set. *N* = 7 for oil and *N* = 5 for BPA, from a minimum of 3 separate litters. **b** Mammary glands from 12-week-old mice quantified and graphed as mean ± SD as in **a** for total area of the mammary gland stained for collagen. *N* = 11 for oil and *N* = 13 for BPA, from a minimum of 3 separate litters. **c** Hydroxyproline concentration was measured in mammary glands from 12-week-old mice exposed to BPA or oil in utero*. N* = 10 for oil and *N* = 9 for BPA, from a minimum of 3 separate litters. *p < 0.05; **p < 0.01

### BPA exposure increases the number of collagen fibers and alters the structure of the collagen fibers in mammary glands of adult female mice

To further characterize collagen fibers in the mammary glands, tissue sections from 12-week-old mice were imaged using second harmonic generation microscopy (SHG). Mammary ducts were identified using the picrosirius red staining, and the periductal area was imaged using SHG (Fig. 4a). While picrosirius red stains a variety of collagens, SHG primarily images mature collagen I fibers. There was a significant increase in the number of collagen type I fibers in glands from BPA-treated mice (Fig. 4b). The length and width of these fibers were quantified, and the distributions of length and width were plotted as histograms. Although there was no significant change in the length of these fibers (Fig. 4c), the distribution of collagen fiber width was significantly shifted to the right, indicating an increase in fiber width in BPA-treated mice (Fig. 4d). This increase in both collagen I fiber number and fiber diameter contributes to an expansion in overall collagen I content of the gland with BPA treatment.

**Fig. 4:**
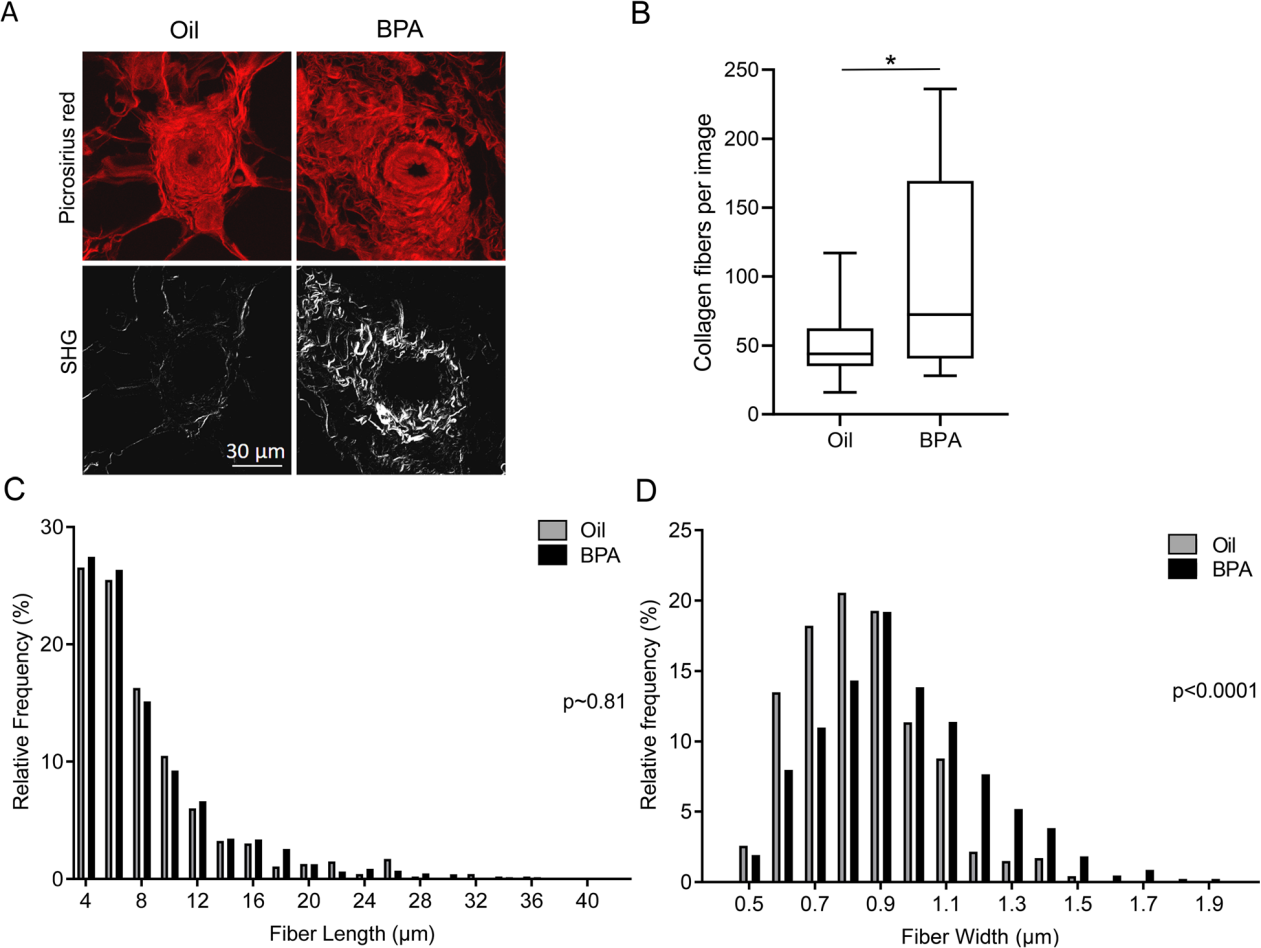
BPA exposure increases the number of collagen fibers and alters the structure of the collagen fibers in mammary glands of adult female mice. **a** Representative images of second harmonic generation imaging and corresponding picrosirius red staining surrounding mammary ducts in 12-week-old mice. **b** Quantification of the number of fibers measured by second harmonic generation imaging is depicted. **c** Histogram of collagen fiber length, quantified using the CT-Fire software. Bin size = 2 μm. **d** Histogram of collagen fiber width, quantified using the CT-Fire software. Bin size = 0.1 μm. Three glands from oil-treated mice and 4 glands from BPA-treated mice were imaged, and 3 images were taken per tissue section. Overall, 467 collagen fibers in oil-treated mice and 1256 collagen fibers in BPA-treated mice were analyzed, from a minimum of 3 separate litters. *p < 0.05

### In utero BPA decreases collagen matrix hydraulic permeability and increases mammary gland stiffness

Collagen expression and breast density are significant risk factors for breast cancer [35–42]. Thus, we aimed to determine if fibroblast-mediated stromal reprogramming is increasing these known risk factors. We first tested the ability of fibroblasts to remodel the ECM in vitro by quantification of hydraulic permeability. Isolated fibroblasts from 12–14-week-old mice exposed to either BPA or oil control in utero were mixed with collagen prior to polymerization in a microfluidic channel. After allowing 48 h for fibroblasts to remodel the collagen matrix, a fluid containing a fluorescent tracer was pumped through the microchannel. By measuring the flow rate through the matrix due to a known pressure gradient, a permeability constant (*K*) can be calculated (Fig. 5a). BPA-exposed mice had decreased collagen permeability as compared to no fibroblasts (control) or oil-exposed fibroblasts (Fig. 5b).

**Fig. 5:**
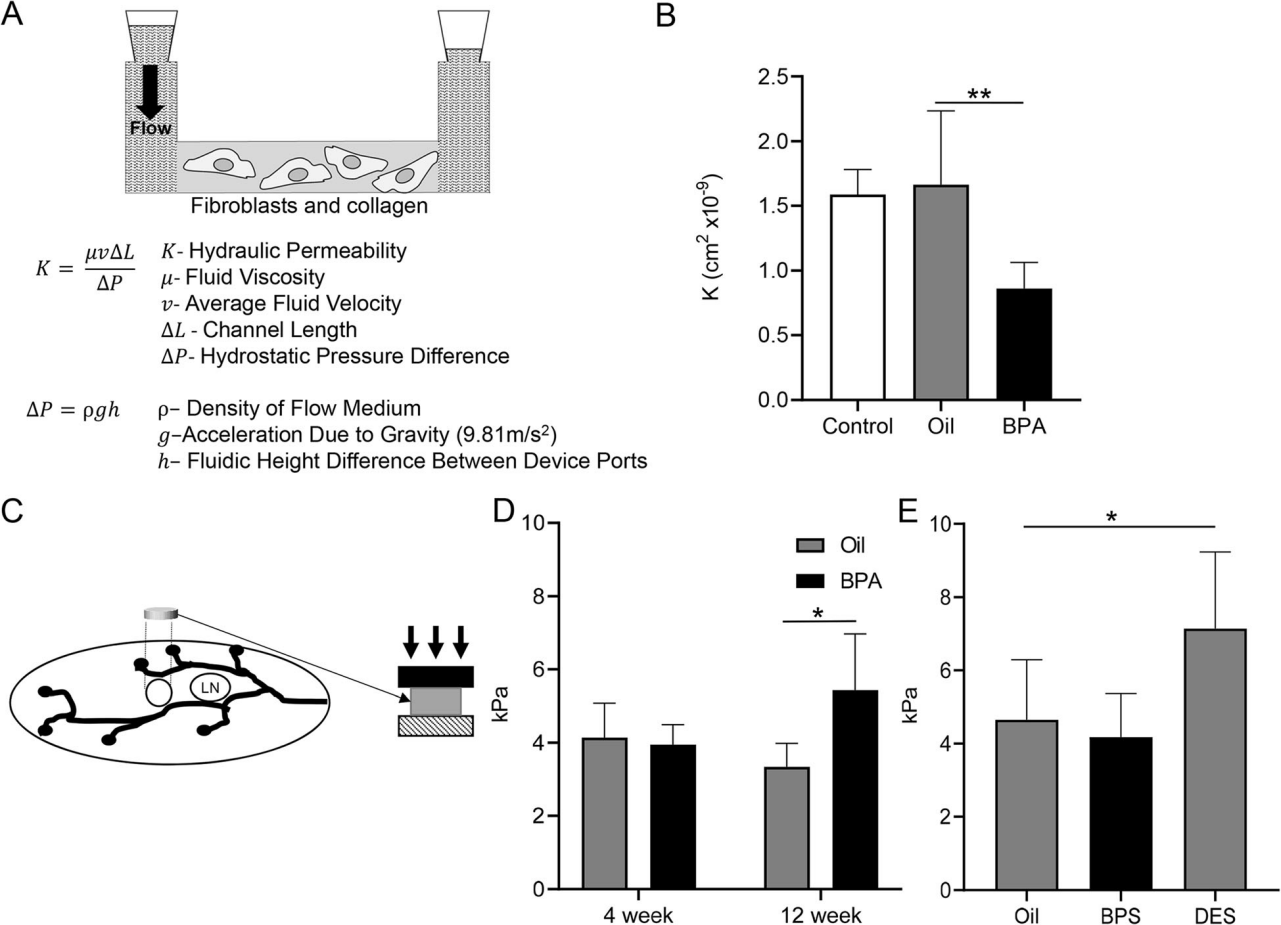
BPA decreases collagen matrix permeability and increases mammary gland stiffness. **a** An in vitro assay was utilized to measure fibroblast organization of a collagen matrix. A PDMS microfluidic channel was pre-coated with fibronectin and then, fibroblasts isolated from 12-week-old mice were plated with collagen. After 48 h of fibroblast-mediated remodeling of the collagen matrix, a fluorescent liquid was pumped through the channel. Measurement of the pressure and flow velocity was used to calculate the permeability (*K*) of the collagen matrix arranged by the fibroblasts. **b** Mammary fibroblasts were isolated from BPA and control 12-week-old mice and cultured within the channel as depicted in **a**. ECM permeability was measured, and the graph represents the mean ± SD. Control represents the permeability of collagen with no cultured fibroblasts. *N* = 4 for oil and *N* = 6 for BPA. **c** The diagram depicts the methodology to measure mammary gland stiffness. A circular section approximately 4 mm diameter and 1 mm thick was removed adjacent to the lymph node from mammary glands. The amount of applied stress required to compress these disks is measured to determine the stiffness of the gland. **d** Mammary glands from 4- and 12-week-old mice were analyzed as described in **c** for stiffness. Measurements of the elastic modulus are graphed as mean ± SD. For 4-week-old samples, *N* = 4 for oil and *N* = 4 for BPA, from a minimum of three separate litters. For 12-week-old samples, *N* = 3 for oil and *N* = 4 for BPA, from a minimum of three separate litters. **e** A cohort of mice were treated in utero with either 100 μg/kg · bodyweight DES, 25 μg/kg · bodyweight BPS, or oil control from E9.5 through E18.5. At 12 weeks of age, mammary glands were harvested and gland stiffness measured as depicted in **c**. Measurements are graphed as mean ± SD. *N* = 5 for oil, *N* = 11 for BPS, and *N* = 5 for DES. *p < 0.05; **p < 0.01

We next aimed to determine if these fibroblast-mediated changes affect mammary stiffness in vivo. We thus adapted established mechanical testing techniques to measure mammary gland stiffness ex vivo (Fig. 5c) [43]. Mice treated in utero with BPA or oil by oral gavage were analyzed for changes in gland stiffness. In line with our transcriptome and in vitro analyses, adult 12-week-old mice have increased mammary gland stiffness as opposed to control mice. Interestingly, 4-week-old mice did not demonstrate any change in mammary gland stiffness between BPA and control mice (Fig. 5d).

As BPA exposure increases ECM collagen content and gland stiffness, which are associated with increased breast cancer risk [39, 44], we wanted to determine if this phenotype is conserved in response to other estrogenic EDCs. To this end, we generated an additional cohort of mice that were exposed in utero to DES, a strong estrogen known to increase breast cancer risk in humans, and BPS, a very weak estrogen used in BPA-free products. Pregnant mice were exposed from E9.5 through E18.5 with 100 μg/kg · bodyweight DES, 25 μg/kg · bodyweight BPS, or oil control via oral gavage. Doses were chosen to be consistent with previous literature in mouse studies or known human exposures [11, 12, 45, 46]. At 12 weeks of age, mice were subjected to our breast stiffness assay. DES-exposed mice demonstrated a significantly increased mammary gland stiffness while the weak estrogen, BPS, was not statistically different from our oil control (Fig. 5e). These data suggest that estrogenicity may be the driving factor of this phenotype and demonstrate that the one EDC known to increase breast cancer risk in humans and is also a strong estrogen (DES) increases mammary gland stiffness associated with the disease.

## Discussion

### BPA induces adult phenotypes associated with human breast cancer risk factors

In this study, we focused our efforts to analyze the changes within the stroma induced by in utero BPA exposures that persist into adulthood when carcinogenic transformation occurs. We identified fibroblast-specific reprogramming of the transcriptome associated with ECM organization. These changes are highlighted by increased collagen deposition and collagen fiber width, decreased hydraulic permeability, and a stiffer mammary gland. Numerous models have demonstrated that altering the ECM alone can contribute to oncogenesis [42]. In fact, mutation of the MMP cleavage site in the Col1a1 gene results in increased collagen content and susceptibility to mammary carcinogenesis [37]. Further, animal and in vitro studies have demonstrated that changes in ECM composition drive a malignant phenotype [42, 47]. Fibroblast-mediated, decreased hydraulic permeability has also been correlated with increased mammary and pancreatic tumor growth in mice [27]. Human data supports these models. Human breast cancer transformation is associated with increases in collagen deposition and fiber thickness [40]. Increased collagen deposition is associated with fibrotic and neoplastic diseases, such as cancer [48]. Decreased hydraulic permeability is known to affect multiple features of tissue, such as interstitial flow and nutrient transport, that may impart mechanical and chemical stresses that promote tumorigenesis [49]. Increased mammary gland stiffness has also been correlated to increased collagen content in the ECM, subsequent tumor promoting functions, and cancer risk [42, 44]. Taken together, our data provides a specific EDC phenotype that has been directly linked to breast cancer risk in humans.

Early life EDC exposure has life-long consequences towards human health. Interestingly, we found that these phenotypes of increased ECM density and gland stiffness, known to be risk factor for breast cancer, were not evident in young mice. These data support the idea that carcinogenic risk progresses throughout life and the impact of these exposures is not necessarily apparent at the time of exposure. In line with this hypothesis is the fact that DES daughters do not display increased breast cancer risk until the women have reached 40 years of age [1, 2].

### BPA alternatives and the importance of estrogenic activity

Identification of new EDCs is mostly driven by the ability to drive a hormone response in various in vitro and in vivo assays. Furthermore, much of the analysis of BPA and its alternatives have used surrogate phenotypes other than tumor formation to implicate cancer risk, such as developmental abnormalities. There is a clear need to understand which EDC-driven phenotypes are actually associated with cancer risk and if those phenotypes are being driven by estrogenic properties of the compounds. Herein, we demonstrate that BPA increases collagen production and mammary gland stiffness, which are known risk factors for breast cancer [37, 40, 42, 44]. In our system, we also show that in utero exposure to the strong estrogen, DES, also increases gland stiffness in the adult animal, while no effect is seen following in utero exposure to the weaker estrogen, BPS. While our study is limited by a single dosage, these data provide impetus to specifically test the link between estrogenic activity and mammary gland stiffness. While we provide evidence that estrogenic EDC exposure can increase these known risk factors for breast cancer, further studies are needed to specifically test the relative contribution of this phenotype to cancer risk in the context of other EDC-driven phenotypes.

## Conclusions

Herein, we identified long-term reprogramming events within the mammary fibroblast population associated with in utero EDC exposures. These events lead to increased collagen production resulting in a stiffer mammary gland. As mammary gland stiffness is associated with human breast cancer risk [44], these data provide a mechanistic link between early life endocrine disruption and adult disease susceptibility.

## Supplementary information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

## Data Availability

The RNA-seq data is available through GEO under the series accession number: GSE136062.

## Abbreviations

BPA: Bisphenol A
BPS: Bisphenol S
DES: Diethylstilbestrol
EDC: Endocrine disrupting compound
ECM: Extracellular matrix
ER: Estrogen receptor

# Supplementary material for: In utero estrogenic endocrine disruption alters the stroma to increase extracellular matrix density and mammary gland stiffness
**Source:** Breast Cancer Res. 2020 May 5;22:41. doi: 10.1186/s13058-020-01275-w

## Supplemental Figure Legends

### **Supplemental Figure 1- EDCs utilized in these studies display estrogenic activity.**

Specific lots of each EDC used in these studies were tested for estrogenic activity by reporter assay. Luciferase activity was measured after 24 hours with either 1 nM, 10 nM, 100 nM, or 1  $\mu$ M of E2, BPA, BPS, or DES. The data is graphed as mean  $\pm$  SD. Data represents three technical replicates. \* represents  $p < 0.05$  and \*\*\* represents  $p < 0.0001$ .

### **Supplemental Figure 2- BPA does not alter the relative proportions of fibroblast subpopulations.**

**A.** Enrichment of the fibroblasts isolated for these studies was validated by flow cytometry using antibodies labeling the expression of FSP1 and  $\alpha$ SMA. Greater than 97% of cells stain positive for FSP1 and  $\alpha$ SMA. **B.** Fibroblasts isolated from mammary glands were subjected to flow cytometry using antibodies to detect markers of specific fibroblast subpopulations. Percent positivity of cells for each marker is indicated for each sample in the figure, with the control samples displaying background percent. Data represents 1 biological replicate.

### **Supplemental Figure 3- Increased collagen deposition in BPA exposed mammary**

**glands in adult female mice.** Data represent magnified images of picrosirius red staining under brightfield light from Figure 3 from 4 week old mice (**A**) and 12 week old mice (**B**) exposed to BPA or oil *in utero*.

A

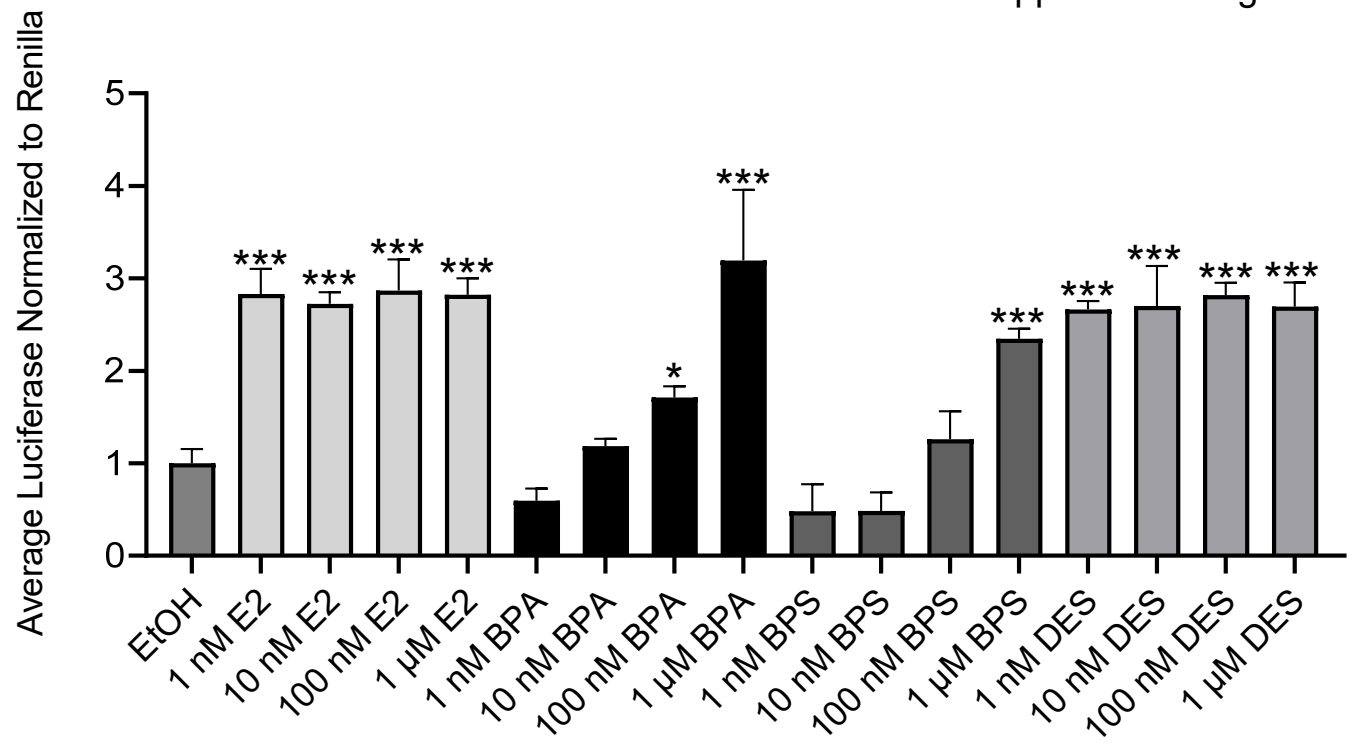

A

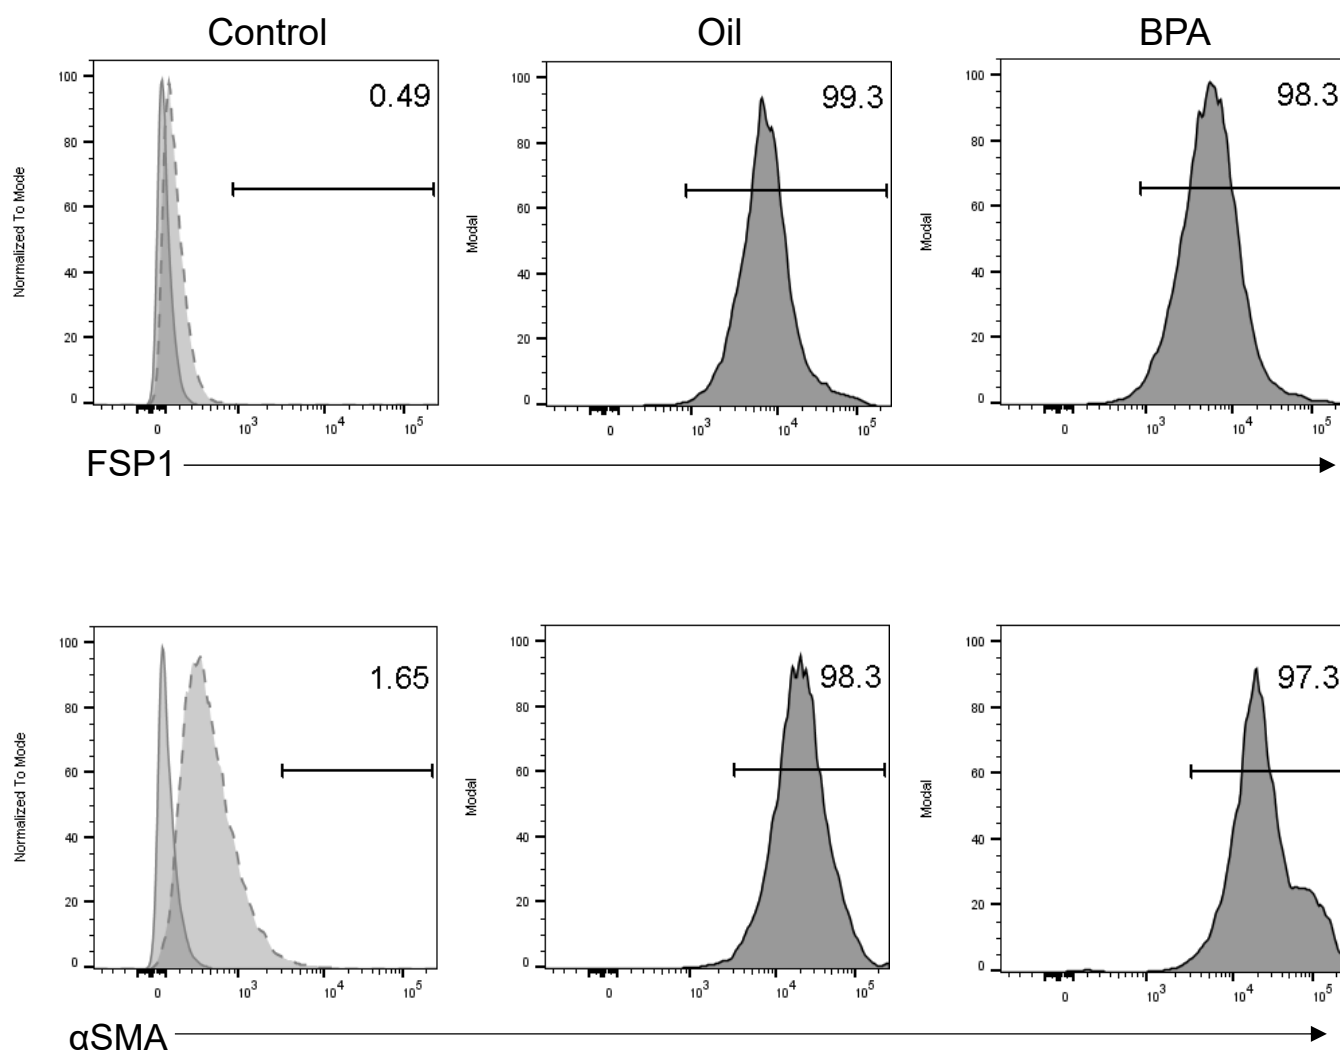

B

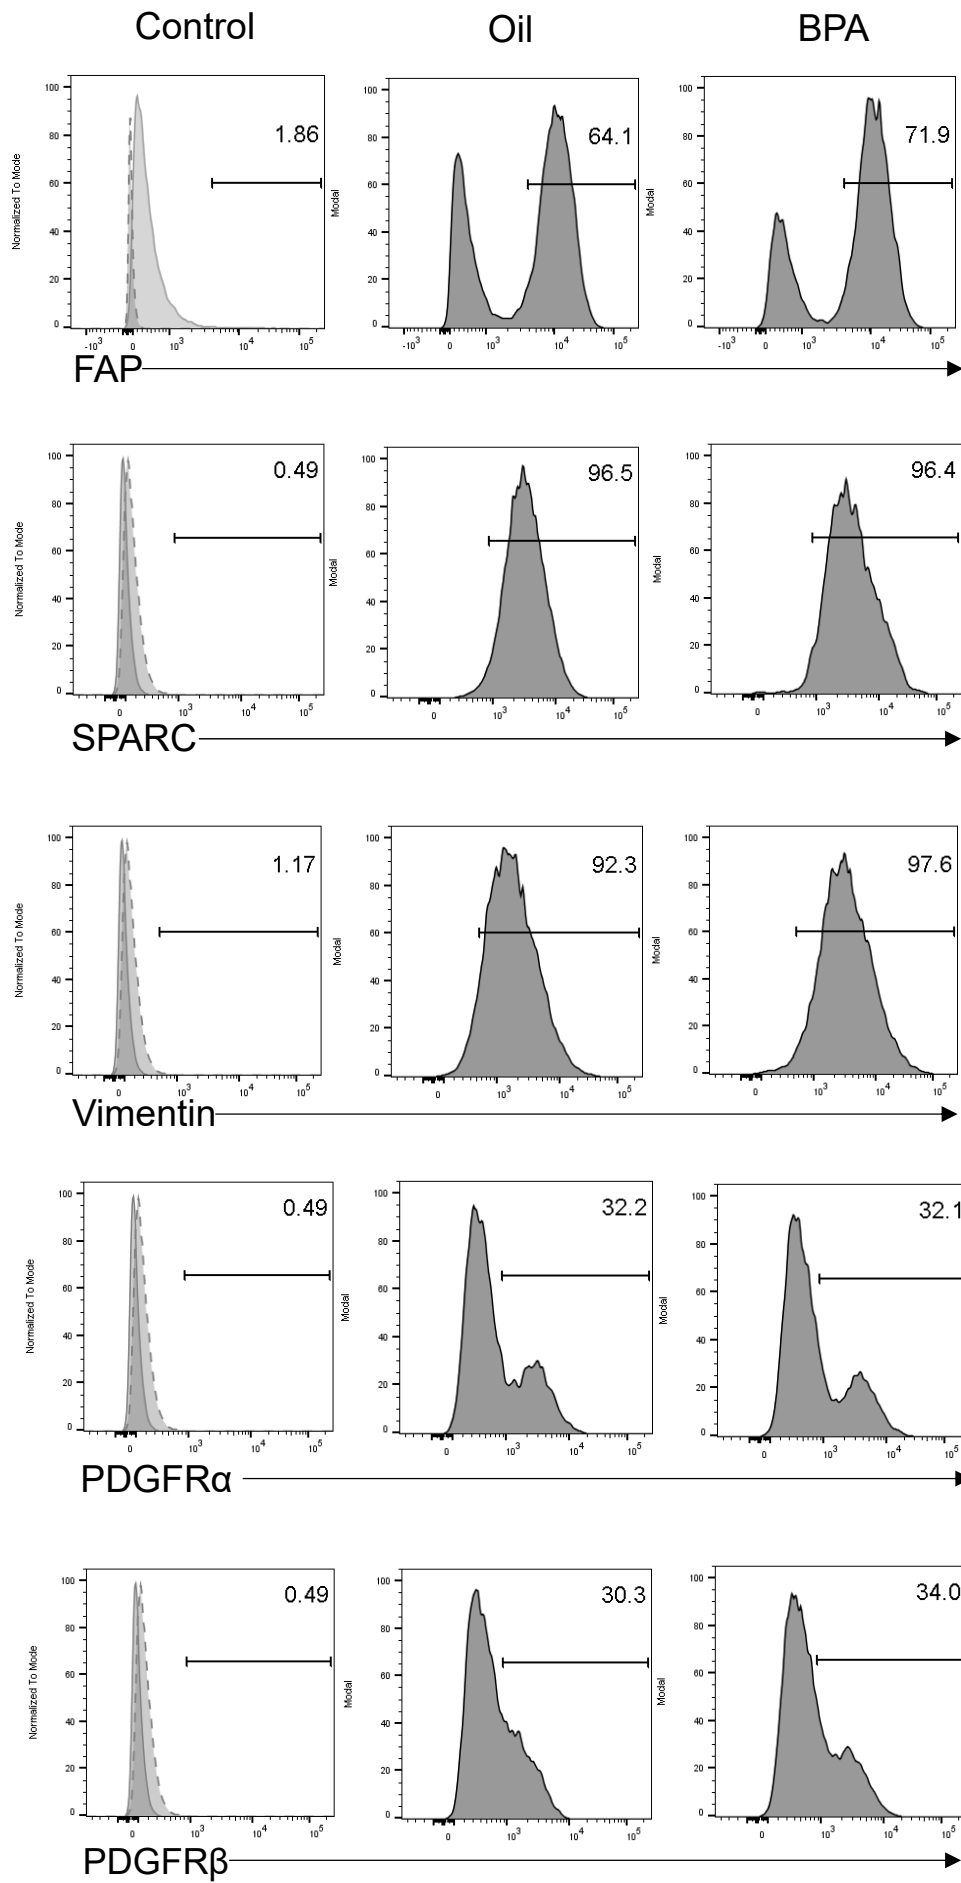

A

4 week

Oil

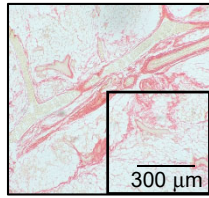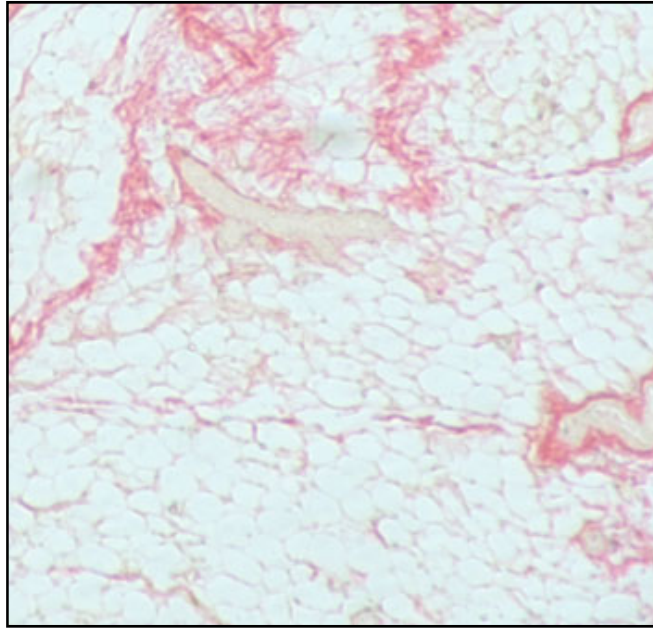

BPA

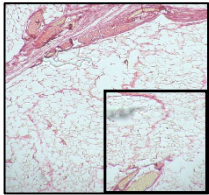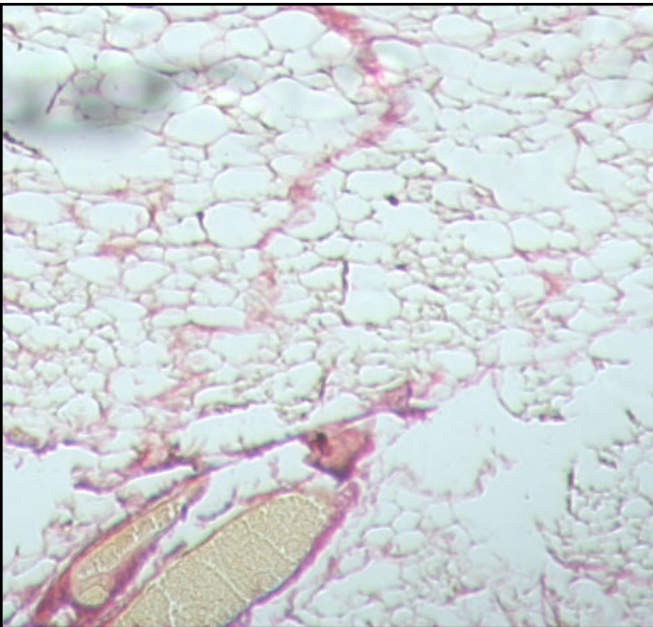

B

12 week

Oil

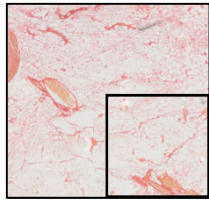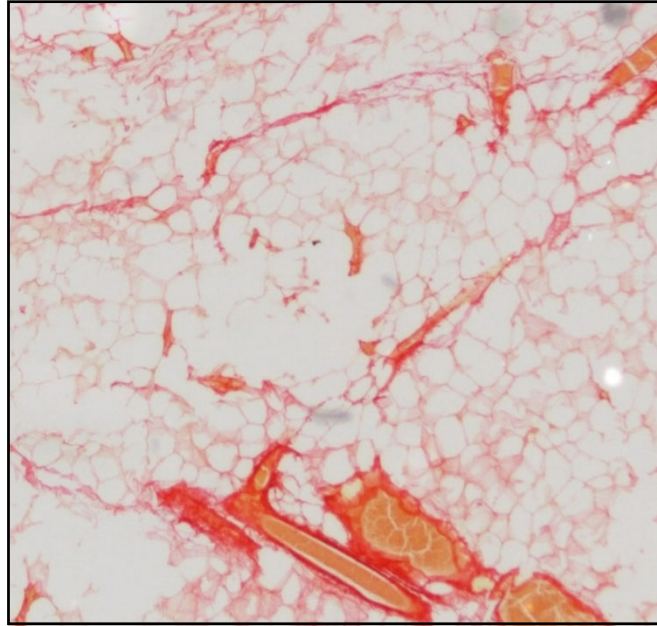

BPA

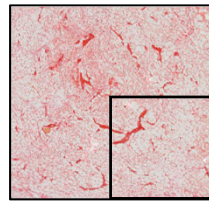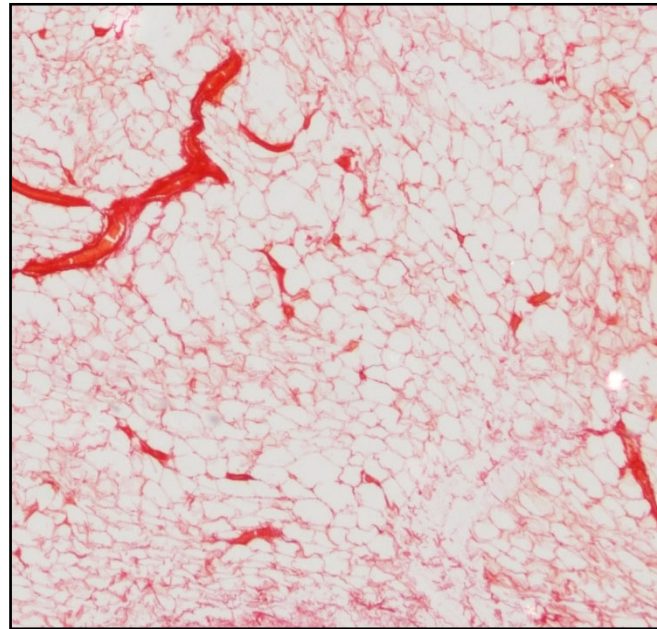

**Supplement:** Supplementary file 3 — Additional file 3.

How the deposited data were processed for this re-analysis (not part of the article)

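RNA of mammary fibroblasts from mice exposed in utero to BPA or oil was sequenced as 6 libraries, 1 oil and 1 BPA library in each of 3 cohorts, each from a pool of mice. Libraries were assigned to treatment and cohort by their labels, and the same cohort numbers appear in the paper's figures. No other experiment of the paper was analysed here.

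The authors mapped the reads with STAR, counted them on genes with featureCounts and dropped genes with fewer than 10 reads over the libraries. The deposited signal values are these read counts divided by the authors by 1 factor per library, and they are called normalized counts in the text. Each value in a library was a whole multiple of the value of 1 read, which ran from 0.736 to 1.20 between libraries, so whole reads were recovered for the methods that need counts. The library totals of the recovered reads are given beside the claims. Counting error is small at this depth except for genes with few reads in a library, and otherwise the spread between cohorts sets the precision. The authors also deposited a table of their DESeq2 results for BPA against oil, with log2 fold changes made by the authors, the standard error, the Wald score (the authors' log2 fold change divided by its standard error), and the p-value and adjusted p-value made by the authors. That table was used to identify the 47 genes of the study and for comparison, and each value taken from it is given as the authors'. The paper's text does not name the annotation, the strand setting, the terms of the model or the versions of the tools.

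Normalized counts were transformed to log2 with a pseudocount of 1, and BPA was tested against oil over the 6 libraries with limma 3.58.1 (lmFit and eBayes with trend, two-sided) in R 4.3.3, with treatment as the only term and Benjamini-Hochberg adjustment over the genes tested. The design, the gene lists, the alternatives and the rule for naming genes were set before the data were examined, apart from the additions named in the closing section. All 14783 genes in the table were tested, because the smallest sum of recovered reads over the libraries was 35 and a minimum of 10 removed none. The table holds 14781 distinct names, and 22 names had the form of a date, as spreadsheet programs make from gene symbols, and were kept as they are. Coordinates, transcript length (longest transcript) and GC content came from GENCODE M21 on GRCm38, the build the authors mapped to, with 14234 names matched by symbol and 434 by an older symbol, so that 99.24% had a length and GC content.

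Oil and BPA libraries share cohort numbers, which the labels give as cohorts of mice. The deviations of the libraries from their group means, over 13055 genes with a mean normalized count of at least 50, correlated at 0.817, 0.95 and 0.873 between the oil and BPA libraries of cohorts 1, 2 and 3, and at -0.786 to 0.242 between libraries of different cohorts. The cohort numbers therefore pair the libraries, and the fit with cohort as a replicate block is given wherever it changes a call or a count.

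Limma and DESeq2, each with and without the block, and edgeR with the block were tested on simulated data. These data were drawn for the 14783 genes, with 100 genes changed 1.5-fold and 100 changed 3-fold. Each gene took its mean in the cohort and the variance that the trend gives to genes of its expression. Genes were drawn independently, and a changed gene changed equally in every cohort. The other fits and the set tests were not tested in this way. At an adjusted p under 0.05 the limma fit without the block recovered 0 and 0 of them, limma with the block 32 and 95, edgeR with the block 30 and 94, DESeq2 with the block 33 and 93, and DESeq2 without the block 0 and 47. The 3 blocked fits each made 6 false calls.

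Alternatives were a pseudocount of 0.1 or 10, a minimum mean normalized count of 50, no filter, scaling to the 75th percentile, quantile normalization, limma without the trend or with array weights, the replicate block, edgeR 4.0.16 and DESeq2 1.42.0 with and without the block, limma-voom, corrections for GC content and transcript length with and without the block, and leaving out each library in turn. Thinning of the reads to the smallest library total was added later.

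The named genes are the 47 genes of the study, the 30 collagen genes of Fig. 2a, the markers of the flow cytometry, members of the gene lists, and the 5 genes in each direction with the smallest p among those with a mean normalized count of at least 50 that changed in a single direction in all 3 cohorts. The lists were 8 families of the ECM (collagens, laminins, integrins, ADAM, ADAMTS, matrix metalloproteinases, lysyl oxidases and latent TGF-β binding proteins), ribosomal proteins, the flow cytometry markers, and markers of luminal and basal epithelium, macrophages, endothelium, adipocytes, contractile cells, the interferon response, proliferation and the estrogen response. Further lists of Y-linked and mitochondrially encoded genes had no member in the table and were not tested. The marker lists were written without the 47 genes and so hold none of them. The 19 lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and fry beside it. Lists were also compared with 10000 random lists matched on mean expression, transcript length or GC content in 20 bins. Tests of single values were exact permutation tests, or permutation tests with 100000 resamples over genes, in scipy 1.17.1 with numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.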

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

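The tests of cohort 3 alone for the interferon genes and of transcript length, GC content and cell division for the ribosomal protein genes were chosen only after the result was seen.

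Interferon-induced genes, which the paper does not discuss as a group, had a median log2 fold change of -0.56 in BPA, and 0 of 25 genes had a higher mean in BPA. The list was written without the 47 genes of the study, so that it holds none of them says nothing. Rsad2, which interferon induces, and Ifi202b and Trim12c, which belong to gene families that interferon induces, are among the 6 lowered of the 47. By camera with its preset correlation the list was lower in BPA (p = 2.78e-08), but its genes vary together (estimated correlation 0.621), and with that correlation the p was 0.195 and with fry 0.489. With cohort as a replicate block the estimated correlation was 0.48, the p with it 0.143 and that of fry 0.155. The median was -0.18, -0.16 and -1.07 in cohorts 1, 2 and 3, so it was negative in 3 of 3 cohorts. It ran from -1.11 without the BPA library of cohort 1 and -1.09 without the oil library of cohort 2 to -0.24, -0.17 and -0.086 without the BPA libraries of cohorts 3 and 2 and the oil library of cohort 1. Depth does not account for it, since the median was -0.56 after thinning, and it was -0.52 after a correction for transcript length and -0.56 after a correction for GC content. A lower interferon response across the BPA libraries and a difference carried by cohort 3 alone cannot be told apart. In cohorts 1 and 2 the median lay at the 0.2 and 0.21 percentiles of random lists matched on expression, but genes that vary together can reach such a percentile by a difference between single libraries. The 3 genes among the 6 lowered fell in each cohort and most in cohort 1, with log2 ratios of -1.33, -0.49 and -0.98 for Ifi202b, -1.05, -0.43 and -0.90 for Trim12c and -1.05, -0.59 and -0.81 for Rsad2, so for them the fall was not in cohort 3 alone, but the study chose them on these same libraries and they decide nothing for the list. A difference between the mice of the cohorts, or in the cells carried into the cultures, also stays open, as untested.

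Ribosomal protein genes, a family outside those the paper discusses, had a median log2 fold change of -0.28 with an SD of 0.109 between cohorts, and 8 of 81 were higher in BPA. Camera with the preset correlation called the list (adjusted p = 1.28e-11), whereas an estimated correlation (adjusted p = 0.272) and fry (adjusted p = 0.814) did not. The medians were -0.37, -0.29 and -0.15 in cohorts 1, 2 and 3. Over the fits that each left out a library the median ran from -0.45 without the oil library of cohort 2 to -0.077 without the BPA library of cohort 2. These are short transcripts, and longer genes were higher in BPA, but the median was -0.183 after the correction for transcript length and -0.272 after that for GC content, and it lay below all 10000 random lists matched on length, so neither trend accounts for the whole of it. After thinning of the reads to a common depth the median was -0.27. Fewer dividing cells in the BPA cultures would lower proliferation genes in each cohort too, but their median log2 ratio was -0.55, -0.030 and 0.085, with 0, 9 and 14 of 19 genes higher, in cohorts 1, 2 and 3, so this does not account for the fall in all 3 cohorts and stays open for cohort 1. Reads shared with the many pseudogenes of this family were not tested and stay open beside an effect of BPA.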

How the results depend on the processing

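Cohort as a replicate block was the choice that most changed the number of genes at the unadjusted threshold. Genes with an adjusted p under 0.05 numbered 0 without it, 47 in DESeq2 with the block and 27 in DESeq2 with the block and the length correction (23 of them among the 47), and 0 under each other alternative, including limma and edgeR with the block and each fit without a library. At an unadjusted p at or under 0.05, 25 genes passed in limma without the block, 1002 with the block in limma, 950 in edgeR and 886 in DESeq2. Genes that also changed by at least 50% numbered 13 without the block and 281 in limma with the block, 270 in edgeR with the block, 283 in DESeq2 with the block, 266 with the block and the GC correction, 281 with the block and the length correction, 289 with the block and thinned reads, and 231 in DESeq2 with the block and the length correction. Without the block this count was 51 in limma without the trend, 42 with array weights and 31 in DESeq2, and 17 to 89 over the 6 fits that each left out a library. The study's 47 genes at an unadjusted p at or under 0.05 numbered 7, against 47 in each of the 7 fits with the block, 11 with array weights, 11 in DESeq2 without the block, and 5 to 15 when a library was left out. In simulated data the block let limma recover 95 of 100 genes changed 3-fold and it recovered 0 of them without the block. Of 100 genes changed 1.5-fold it recovered 32 with the block and 0 without. The simulated genes lacked the differences in variance between real genes, so these shares do not foretell the calls in the real libraries. With the block, limma and edgeR called 0 genes after adjustment and DESeq2 called 47. Limma and DESeq2 with the block gave equal log2 fold changes for Col5a1 (0.77), Col4a2 (0.68) and Lingo1 (1.14). Their standard errors were 0.128, 0.125 and 0.161 in limma and 0.131, 0.118 and 0.211 in DESeq2. For these genes the calls of DESeq2 therefore rest on how it turns change and standard error into a p-value. That step was not tested, nor was edgeR compared in this way. The cause of the other changes in this paragraph was not tested.

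Collagen genes at an unadjusted p at or under 0.05 numbered 0. The count was 1 with a pseudocount of 0.1, 1 with a minimum mean of 50, 1 after scaling to the 75th percentile, 1 in edgeR without the block, 1 in limma-voom, 2 in limma without the trend, 2 with array weights, 2 with the length correction, 3 in DESeq2 without the block, and 0 to 2 when a library was left out. With the block it was 13 in limma, 12 in edgeR, 14 in DESeq2, 11 with the GC correction, 12 with the length correction, 13 with thinned reads and 12 in DESeq2 with the length correction. The set test of the collagens (a camera p of 0.00143, and of 1.58e-05 with the block) gave 0.0791 under fry, 0.0714 under fry with the block and from 0.00137 to 0.104 when a library was left out, the values above 0.05 coming without the oil library of cohort 2 or 3 or the BPA library of cohort 1. With an estimated correlation, camera gave the collagens a p of 0.02, and of 0.0367 with the block. After adjustment over the 19 lists these were 0.108 and 0.284. The median log2 fold change of the collagen genes of Fig. 2a ran from 0.243 to 0.583 when a library was left out. Of the 19 gene lists, 10 were called by camera and 15 with the block, and 0 under fry, 0 under an estimated correlation, and 0 under each of these with the block. The cause was not tested.

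The share of higher genes among those past the unadjusted threshold with a change of at least 50% stayed above 60% in each alternative, from 64.3% with array weights to 91.7% with a pseudocount of 0.1. The 47 genes kept a single direction in all 3 cohorts under each of 3 other scalings and pseudocounts. No alternative moved the median of all genes by 0.1 or more on the log2 scale.

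For the 34 genes named, 23 had an adjusted p under 0.05 in DESeq2 with the block, 12 in DESeq2 with the block and the length correction, and 0 in the other alternatives. The log2 fold change changed sign for 12 of them. With array weights it was -0.01 for Col3a1 and -0.08 for Pdgfra, and after quantile normalization -0.25 for Acta2, -0.15 for Sparc and -0.02 for Vim. When a library was left out it ran from -0.65 to 1.03 for Col3a1, -0.05 to 1.32 for Col6a3, -2.4 to 0.27 for S100a14, -3.2 to 1.47 for Cldn7, -0.51 to 1.29 for S100a4, -0.24 to 0.5 for Acta2, -0.72 to 1.21 for Fap, -0.03 to 0.25 for Sparc, -0.55 to 0.8 for Pdgfra, -1.81 to 0.13 for Mal2 and -0.91 to 3.35 for Nos2. It kept its sign but came close to 0 for Rsad2 (-1.5 to -0.01), Ltbp2 (0.06 to 1.23), Wnt2 (0.14 to 2.19) and Ivl (0.2 to 2.2). A fit that leaves out a library no longer has a complete pair in that cohort, so the difference between cohorts enters the fold change. Apart from calls and directions of gene lists, which are given with those lists, the block changed no other call or direction, and no other count by more than 1.5 times.

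The filter at 10 reads against no filter says nothing, since it removed no gene. Thinning of the reads, with and without the block, DESeq2 with the block and the length correction, and the relation with expression taken from the oil libraries (Spearman's rho 0.815) were chosen after seeing the data.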

Differences from the paper's values

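The paper reports 47 genes with an adjusted p under 0.05, and 0 were found here with treatment as the only term. Of the alternatives set before the data were examined, DESeq2 with cohort as a replicate block gave 47, which are the same 47 genes as in the authors' deposited table, and the others gave 0. Against the authors' deposited table, the log2 fold changes of that fit correlated at 1 and the standard errors at 0.9999 over 14761 genes, with a median ratio of standard errors of 1.001, whereas DESeq2 without the block gave 0.856, 0.7255 and 1.782.

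The paper reports 489 genes with p at or under 0.05 and a change of at least 50%, and 13 were found here. None of the alternatives set before the data were examined closed the gap. The nearest were 283 in DESeq2 with the block, 281 in limma with the block and 281 with the block and the length correction. In the authors' deposited table itself, 282 genes meet both thresholds, 893 genes have p at or under 0.05, and 403 of these have a log2 fold change of at least 0.5 in size.

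The paper reports 15 collagen genes with p at or under 0.05, and 0 were found here. The alternatives with cohort as a replicate block were within 1.5 times of the paper's value, with 14 in DESeq2, 13 in limma, 12 in edgeR, 12 in limma with the length correction and 11 in limma with the GC correction. With the block and thinned reads the count was 13 and in DESeq2 with the block and the length correction it was 12, both alternatives chosen after seeing the values. The alternatives without the block gave 0 to 3. In the authors' deposited table 14 collagen genes have p at or under 0.05, as many as are marked in Fig. 2a, and 15 symbols that begin with Col do, the other being Colec12, which encodes a collectin. Colec12 was looked up after these counts were seen.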

Other observations

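The tests of the epithelial genes in cohort 2, of the epithelial share for the collagen genes and of transcript length in DESeq2 were chosen only after the result was seen.

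Regrouping the 6 libraries 3 against 3 gives 10 splits. With treatment as the only term, the real split gave 0 genes with an adjusted p under 0.05, so the count of splits with as many, 10 of 10, was fixed beforehand and says nothing. At least 13 genes with p at or under 0.05 and a change of at least 50%, the count of the real split, came from 7 of the 10. The 6 splits that keep both libraries of a cohort together gave 507 to 2305 such genes. Only 4 splits part all 3 cohort pairs as the real one does. With cohort as a replicate block, 1 of these 4, the real one, reached 47 genes with an adjusted p under 0.05 in DESeq2, and the other 3 gave 30, 8 and 8. For limma with the block, 1 of the 4 reached 1002 genes at p at or under 0.05, and the others gave 941, 428 and 463. The 30 and the 941 came from the split in which oil and BPA are exchanged in cohort 3. With so few splits the share cannot fall under 0.05, so the real grouping and chance cannot be told apart by this count.

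The higher expression of the collagen genes of Fig. 2a (median log2 fold change 0.34) was tested against 5 technical or cell-composition explanations. The median was 0.277 after a correction for transcript length and 0.328 after one for GC content, both larger than its SD of 0.231 between cohorts, and it lay above all 10000 random lists matched on either property. After each library was thinned to the smallest read total it was 0.338, so the greater depth of the BPA libraries does not account for it. Fewer dividing cells in the BPA cultures would lower proliferation genes in each cohort, but their median log2 ratio was -0.55, -0.030 and 0.085 in cohorts 1, 2 and 3, so this does not account for the rise in cohort 3, the largest, and stays open for cohort 1. A lower share of epithelial cells in the BPA cultures and a difference within the fibroblasts cannot be told apart. The paper reports nearly all isolated cells positive for FSP1 and αSMA by flow cytometry, but does not name the cohort stained. The collagen medians of 0.35, 0.12 and 0.58 in cohorts 1, 2 and 3 run opposite to the luminal medians of -0.40, 0.20 and -0.63. In cohort 2, where epithelial transcripts were scarce, the collagen median lay at the 99.24 percentile of random lists matched on expression, but at the 68.53 and 68.22 percentiles of lists matched on transcript length and GC content, and that cohort is a single pair of libraries. A difference between the pools of mice was not tested and stays open as well.

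Longer genes were higher in BPA. Over 12978 genes, Spearman's correlation of transcript length with log2 ratio was 0.264 for the mean of the cohorts and 0.173, 0.293 and 0.062 in cohorts 1, 2 and 3, positive in 3 of 3. The 41 higher genes of the study have a median transcript length of 6450 nucleotides, against 3333 for all genes and 2324 for the 6 lower genes. Spearman's correlation of GC content with log2 ratio was nearly as large, 0.236 for the mean of the cohorts. It was 0.175, 0.321 and -0.018 in cohorts 1, 2 and 3, so both trends lay mainly in cohorts 1 and 2. The 2 properties were corrected for only 1 at a time. A trend with length, or with a property that goes with it, may therefore contribute to which genes were called. DESeq2 with the block and the length correction called 27 genes, of which 23 are among the 47 (20 higher and 3 lower). That fit left the adjusted p missing for 7678 of 14668 genes, against 1147 of 14783 without the length correction. All 47 genes kept an unadjusted p at or under 0.05 in it. Whether the fall from 47 to 23 came from length or from the missing adjusted p-values was not tested. RNA quality, which might produce a trend with length, was not analysed here.

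Cohort 2 differed from the others in transcripts of other cell types and of cell division. Of the 33 genes in the luminal and basal epithelial lists, 29 were lower in both libraries of cohort 2 than in the 4 others, as were 15 of 16 macrophage genes, against 26.3% of all genes and 6.67% by chance. Krt8 had 162 and 149 normalized counts in the oil and BPA libraries of cohort 2 and 16917 to 38388 in the others, and Epcam 78.6 and 91.3 against 7069 to 12588. The median log2 difference of cohort 2 from the others was -6.47 for the luminal, -5.81 for the basal and -4.81 for the macrophage list. Proliferation genes were lower as well, 19 of 19 in both libraries (median difference -1.38), whereas 0 of 4 adipocyte and 0 of 10 contractile genes were (1.43 and 1.05), so the cultures may also have differed in the growth or state of their cells. Epithelial cells carried into the cultures of cohorts 1 and 3 are a candidate source, since 29 of 33 markers, the abundant ones included, go this way. Against a large share of such cells, the paper reports nearly all isolated cells positive for FSP1 and αSMA by flow cytometry. Its legend gives a single biological replicate and does not name the cohort stained. Whether cohort 2 was purified otherwise is not stated in the paper's text. Vim had 71847 to 110832 normalized counts in the 6 libraries.

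Among the 6 lowered genes of the study, S100a14, Cldn7 and Mal2 are expressed in epithelium. Mal2 had log2 ratios of -0.85, -0.66 and -0.90 in cohorts 1, 2 and 3, and all 3 genes fell in cohort 2 as well, where their counts were low (113 in oil and 71.4 in BPA for Mal2, 38 and 19.1 for S100a14, 17.7 and 10.3 for Cldn7), but the study chose them on these same libraries. Fewer epithelial cells in the BPA cultures could lower them, and the luminal (2 of 20 higher, median -0.26) and basal lists (2 of 13, median -0.27) were lower on average, but the set test of the luminal list gave a p of 0.19 and that of the basal list a p of 0.405. Camera with cohort as a replicate block gave adjusted p-values of 0.000263 and 0.00863, and fry with the block gave 0.473 for both. The estimated correlation between the luminal genes was 0.877 without the block, where the difference of cohort 2 enters it, and 0.288 with the block, and camera with the block and this correlation gave an adjusted p of 0.358. The luminal median was -0.40, 0.20 and -0.63 in cohorts 1, 2 and 3, with 4, 12 and 2 of the 20 genes higher. In cohort 2 luminal genes had medians of 33.5 normalized counts in oil and 50.8 in BPA, low but measured, and there the list rose while the 3 genes fell, which is a comparison within a single pair of libraries. Whether the 3 genes fell with the share of epithelial cells or within the cells cannot be told apart. Leaving out a library moved the luminal median between -2.46, without the oil library of cohort 2, and 1.83, without the BPA library of cohort 2.

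The markers that the paper measured by flow cytometry were also present as transcripts, on which the paper makes no statement. All 7 had a higher mean log2 value in BPA (median log2 fold change 0.20, camera adjusted p = 0.0313), and 4 of 7 did after quantile normalization. When a library was left out, 4 to 6 of 7 did. The median then ran from 0.082 without the BPA library of cohort 2 to 0.27 without the oil library of cohort 2. The log2 fold change was 0.46 for Pdgfrb (standard error 0.20), 0.28 for Pdgfra (0.82), 0.26 for S100a4 (1.17), 0.20 for Fap (1.18), 0.15 for Acta2 (0.53), 0.15 for Vim (0.27) and 0.13 for Sparc (0.36). For Pdgfrb the ratio was positive in 3 of 3 cohorts. Its unadjusted limma p was 0.0574 without the block and 0.0116 with it (standard error 0.13). The limma adjusted p of Pdgfrb with the block was 0.73. For S100a4 the ratio was positive in 1 of 3 cohorts, and another annotated gene on the same strand covers 51.7% of its exon bases. RNA levels over a pool of cells do not give the share of cells that carry a marker.

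S100a10, which had the second smallest p among the lowered genes selected by the rule for naming, fell from 11287 ± 1079 (SD, n = 3) to 8319 ± 648 (SD, n = 3) normalized counts, a log2 fold change of -0.44 (standard error 0.15, limma adjusted p = 1.00). The other lists were not called by camera in the test without the block, with adjusted p-values of 0.676 for macrophage genes (median log2 fold change 0.30, 13 of 16 higher), 0.13 for endothelial genes (0.19, 11 of 12), 0.247 for adipocyte genes (0.26, 3 of 4), 0.68 for contractile genes (0.068, 6 of 10, and -0.13 after quantile normalization), 0.148 for proliferation genes (-0.094, 3 of 19) and 0.177 for estrogen response genes (-0.019, 3 of 6). Leaving out a library changed the sign of the median of each of these 6 lists. In edgeR and DESeq2 without the block the median was -0.16 and -0.17 for macrophage genes and -0.068 and -0.072 for contractile genes, while with the block it was positive (0.23 and 0.26, and 0.069 and 0.068), and with array weights it was -0.051 for adipocyte genes. With the block, camera called the macrophage (adjusted p = 0.0118) and proliferation (adjusted p = 0.0106) lists. The genes that vary together within a cell type make the preset correlation too small for these lists, as the estimated correlations of 0.827 for macrophage and 0.93 for proliferation genes show (0.755 and 0.838 with the block).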
